# Mtor inhibition by INK128 extends functions of the ovary reconstituted from germline stem cells in aging and premature aging mice

**DOI:** 10.1111/acel.13304

**Published:** 2021-01-14

**Authors:** Dai Heng, Xiaoyan Sheng, Chenglei Tian, Jie Li, Linlin Liu, Mo Gou, Lin Liu

**Keywords:** aging, Hormone, INK128, primordial germ cells, rapamycin, reconstituted ovary, stem cell transplantation

## Abstract

Stem cell transplantation has been generally considered as promising therapeutics in preserving or recovering functions of lost, damaged, or aging tissues. Transplantation of primordial germ cells (PGCs) or oogonia stem cells (OSCs) can reconstitute ovarian functions that yet sustain for only short period of time, limiting potential application of stem cells in preservation of fertility and endocrine function. Here, we show that mTOR inhibition by INK128 extends the follicular and endocrine functions of the reconstituted ovaries in aging and premature aging mice following transplantation of PGCs/OSCs. Follicular development and endocrine functions of the reconstituted ovaries by transplanting PGCs into kidney capsule of the recipient mice were maintained by INK128 treatment for more than 12 weeks, in contrast to the controls for only about 4 weeks without receiving the mTOR inhibitors. Comparatively, rapamycin also can prolong the ovarian functions but for limited time. Furthermore, our data reveal that INK128 promotes mitochondrial function in addition to its known function in suppression of immune response and inflammation. Taken together, germline stem cell transplantation in combination with mTOR inhibition by INK128 improves and extends the reconstituted ovarian and endocrine functions in reproductive aging and premature aging mice.

## 1 INTRODUCTION

The ovary maintains the normal function of the female reproductive system and hormone secretion. With the maternal age, periodic ovulation, follicular atresia, and apoptosis cause the number of follicles to drop sharply, leading to ovarian senescence or aging (Broekmans et al., 2007; Djahanbakhch et al., 2007; Hansen et al., 2005). Female fertility declines from about 35 years of age, and woman enters menopause at about 50 years of age, disrupting endocrine function (te Velde & Pearson, 2002), and this can cause chronic diseases, such as coronary heart disease, osteoporosis, and endocrine disorders, greatly impacting women's physical and mental health (Chae & Derby, 2011; Kallen & Pal, 2011). Ovarian aging can cause disturbances in the regulation of hormone secretion in the hypothalamus–pituitary–ovarian axis (Danilovich et al., 2002), leading to an increase in follicle‐stimulating hormone (FSH) levels and a decline in the levels of FSH‐negative regulators inhibin and anti‐Müllerian hormone (AMH). Elevated FSH increases the follicular atresia rate and accelerates follicular wear, which affects the secretion of estrogen in the body and eventually causes menopause (Lawson et al., 2003). Menopause prior to the age of 40 is considered pathological ovarian aging, or premature ovarian failure (POF) (Conway, 2010; Jin et al., 2012), and the reduced follicles also disrupt sex hormone (Qin et al., 2014; Titus et al., 2013; Zhao et al., 2013). Lack of germline stem cells (GSCs) and neo‐oogenesis in the adult ovaries revealed by lineage tracking previously (Lei & Spradling, 2013; Zhang et al., 2012) is consistent with the notion that finite egg production and follicle reserve are not replenished in adult women and in female mice (Kerr et al., 2012; Telfer & Albertini, 2012; Tingen et al., 2009). Hence, the depletion of oocytes and follicular reserve leads to ovarian dysfunction with age and also POF.

Primordial germ cells (PGCs) are the precursor cells of oogonia or eggs and sperm (Gunesdogan & Surani, 2016; Saitou & Miyauchi, 2016; Surani et al., 2007). PGCs undergo mitotic cell division until E12.5 when they immediately enter meiosis by E13.5 facilitated by retinoic acid‐mediated Stra8 stimulation (Endo et al., 2015, 2019; Lei & Spradling, 2016; Lin et al., 2008; Saitou & Miyauchi, 2016). Because PGCs can undergo self‐renewal and differentiation to meiocytes, these cells also were functionally comparable to so‐called GSCs or oogonia stem cells (OSCs) (Sheng et al., 2019; Zeng et al., 2017). It has been hoped that germline stem cell transplantation can reconstitute ovarian oocyte and follicular development and endocrine function. Indeed, PGCs following aggregation with embryonic gonadal somatic cells can be induced to undergo meiosis and follicular development and form oocytes by transplanting the recombinant gonads into the kidney cysts of mice (Chen et al., 2013; Hayama et al., 2014; Matoba & Ogura, 2011; Qing et al., 2008; Shen et al., 2006), but surprisingly the reconstituted ovaries can only sustain their functions for only about 4 weeks or so (Zeng et al., 2017). Despite several potential factors, premature activation of follicle development presumably contributes significantly to the depletion of the transplanted germ cells, and this likely involves in mTOR signaling.

It has been shown that the kinase mammalian/mechanistic target of rapamycin (mTOR) signaling is increased with aging and inhibition of mTOR partly reverses aging and associated dysfunction (Field & Adams, 2017; Johnson et al., 2013; Liu & Sabatini, 2020; Newgard & Sharpless, 2013; Tang et al., 2019). As a drug that inhibits the mTOR pathway, rapamycin fed late or mid in life extends life span of both male and female mice (Harrison et al., 2009). Excitingly, rapamycin not only extends life span, but it also prevents or delays the onset of age‐related diseases such as cancer and Alzheimer's disease, rejuvenates the aging mouse heart, and ameliorates age‐related cognitive decline (Kennedy & Lamming, 2016; Longo et al., 2015). Interestingly, the activation of the mTOR pathway is important for the activation of primitive follicles (Adhikari & Liu, 2009; Adhikari et al., 2010, 2013; Zhang & Liu, 2015). Indeed, rapamycin treatment delays or inhibits rapid activation of the primordial follicles and follicular development (Adhikari et al., 2013; Zhang et al., 2013, 2017). Moreover, mTOR inhibition has been shown effective to preserve ovarian follicular reserve in mice exposed to chemotherapy (Goldman et al., 2017). The clinically mTOR kinase inhibitor, such as the clinically approved drug that inhibits mTORC1 everolimus (RAD001) or experimental drug INK128 that inhibits mTORC1/2, can protect ovarian function and preserve normal fertility (Goldman et al., 2017).

Although rapamycin has shown a potential for preserving the ovarian follicle pool and preventing premature ovarian failure, the application is limited because of its detrimental effects on follicular development and ovulation during long‐term treatment (Dou et al., 2017). Short‐term rapamycin treatment for 2 weeks appears to preserve primordial follicles, increases oocyte quality, and improves the ovarian microenvironment, prolonging ovarian life span (Dou et al., 2017). Intriguingly, mTOR pathway plays important roles in subsequent development of primordial and growing oocytes, as complete deletion of *Mtor* increases DNA damage, reduces oocyte quality, and causes infertility (Guo et al., 2018). Nevertheless, as the ovarian reserve is set at birth, the depletion of germ cells and follicles eventually leads to ovarian senescence without replenishment of GSCs (Kerr et al., 2012; Lei & Spradling, 2013; Telfer & Albertini, 2012; Tingen et al., 2009; Zhang et al., 2012). It remains elusive whether the transplantation of germline stem cells can reconstitute ovarian reserve and recover endocrine functions. Here, we show that the appropriate inhibition of mTOR can postpone follicular activation and development and extend the follicle reserve and endocrine functions of the ovaries reconstituted from transplantation of PGCs/GSCs in reproductive aging and premature aging mice.

## 2 RESULTS

### 2.1 Rapamycin delays folliculogenesis in the reconstituted ovaries following germline stem cell transplantation

We isolated PGCs from transgenic mice that globally express actin‐GFP to distinguish donor cells from recipient mouse cells. Initially, we transplanted the aggregates of PGCs expressing actin‐GFP fluorescence with their E12.5 gonadal somatic cells into young C57BL/6 recipient mice and then collected reconstituted ovarian grafts (or named as rOvaries) 28 days/4 weeks or 2 months (8 weeks) following transplantation. A number of oocytes exhibiting GFP fluorescence were visible 28 days following transplantation (Figure 1a). Histology of rOvary sections by H&E staining revealed a number of secondary and antral or mature follicles 4 weeks following transplantation, but only corpus luteum and follicle‐free cavities and no follicles at 8 weeks (Figure 1b,c). Expression of germ cell marker protein VASA and granulosa cell marker protein FOXL2 in the transplants by immunofluorescence validated the follicular structures assembled from adult granulosa cells around oocytes in the 4‐week transplant but not in 8‐week transplant, although a small number of FOXL2‐positive cells were present (Figure 1d). Granulosa cells carrying GFP did not show GFP fluorescence in the routinely fixed wax‐embedded sections. Oocytes surrounded by granulosa cells were found at 4 weeks, and no oocytes present in the transplants at 8 weeks following transplantation of PGCs. These results further support previous findings that the reconstituted ovarian functions can only last for about 4 weeks following PGC transplantation (Zeng et al., 2017).

**FIGURE 1:**
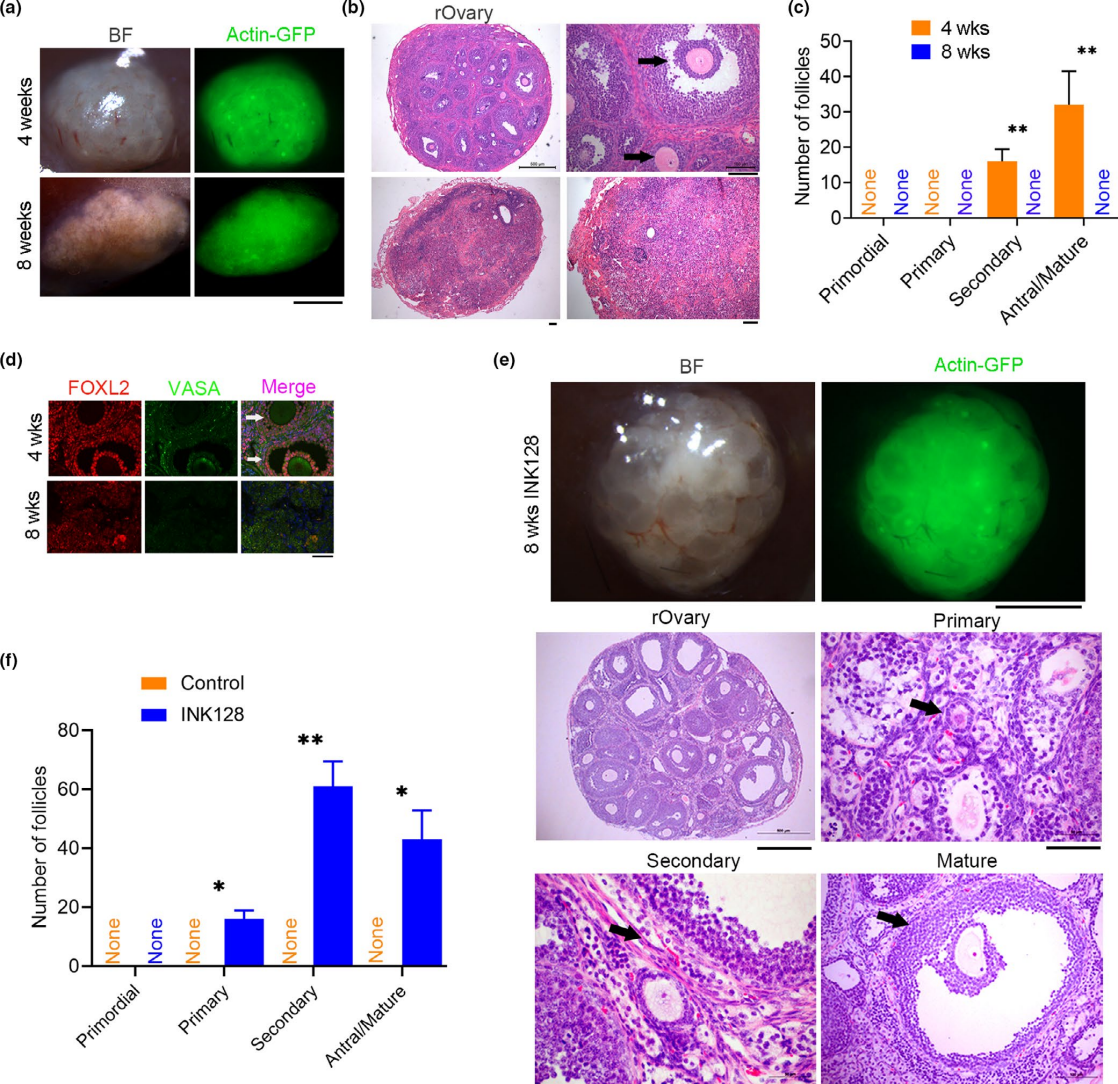
INK128 maintains follicular development in the reconstituted ovaries (rOvary) of young recipient C57BL/6 mice. (a) Morphology of the rOvary four or 8 weeks following transplantation of PGCs aggregated with E12.5 gonadal somatic cells into young recipient C57BL/6 mice (2–3 months old, an average of 10 weeks old) treated with or without INK128 (control). BF, microscopic image under bright field; actin‐GFP indicates donor cell sources from mice carrying actin‐GFP. Scale bar = 1 mm. (b) Histology of rOvary sections by H&E staining indicating various follicles 4 weeks, but the absence of follicles 8 weeks following transplantation. The black arrows refer to secondary and mature follicles. Scale bar = 100 μm. (c) Number of follicles at various developmental stages in the rOvary four or 8 weeks after transplantation of PGCs. *n* = 3. (d) Immunofluorescence of FOXL2 indicating granulosa cells in the follicles and VASA to label oocytes. Scale bar = 50 μm. (e) Follicles maintained in the rOvary of recipient mice by treatment with INK128 for 8 weeks. Upper panel, morphology of rOvary; scale bar = 1 mm. Bottom panel, histology of rOvary sections by H&E staining displaying various follicles. Scale bar = 500 μm. Shown also are primary, secondary, and mature follicles indicated by black arrows at higher magnifications (scale bar = 100 μm). (f) Number of follicles at various developmental stages in the rOvary 8 weeks after transplantation of PGCs in the recipient mice treated with INK128, compared with control recipient mice without INK128 treatment. Mean ± SEM. *p < 0.05, **p < 0.01

Next, we tested whether rapamycin delays follicular development in the rOvary by treating the recipient young C57BL/6 mice with or without (served as control) rapamycin in the drinking water. Rapamycin has been shown to inhibit target of rapamycin complex 1 (mTORC1) activation and thus rapid activation of the original ovarian follicles and follicular development (Adhikari et al., 2013; Zhang et al., 2013). A large number of oocytes were visible at 4 weeks in the rOvary following transplantation of PGCs, containing a number of primary follicles, and more secondary, antral, and mature follicles in the rapamycin‐treated mice than did control mice (Figure S1A–C). However, at 8 weeks following transplantation, the rOvaries contained more corpus luteum but almost no follicles (Figure S1A–C). These data suggest that normal ovulation and follicular atresia occur in the rOvary during 4–8 weeks, even though rapamycin noticeably increased number of oocytes and follicles by 4 weeks. Thus, rapamycin does not fully prevent immediate follicular activation and development for longer period of time in the rOvaries.

### 2.2 INK128 maintains folliculogenesis in the reconstituted ovaries following germline stem cell transplantation

The above unexpected results let us to test whether inhibition of TORC1/2 by INK128, which could be more effective in inhibiting mTOR signaling (Goldman et al., 2017), can be used to extend follicle development. Excitingly, the treatment of INK128 robustly maintained follicle development in the rOvary of young recipient C57BL/6 mice for at least 8 weeks. Donor germ cells/oocytes with GFP fluorescence were visible in the rOvary, containing a large number of primordial and primary follicles, but no secondary and mature follicles shown by H&E histology and by immunofluorescence of VASA and FOXL2 after feeding recipient mice with INK128 for 4 weeks (Figure S2A–C). These results demonstrated that INK128 is more effective in suppressing primary follicle activation, unlike rapamycin treatment. Moreover, continuous treatment of the recipient mice with INK128 for 8 weeks resulted in the development of oocytes and follicles at various stages expressing GFP fluorescence, many secondary and antral follicles, and also a number of primary follicles (Figure 1e,f). Hence, the inhibitory effect of INK128 on follicle activation delays follicular development of the rOvary for at least 8 weeks.

### 2.3 INK128 prolongs endocrine function of the reconstituted ovaries in aging mice

The encouraging results from INK128 treatment experiments performed in young mice allowed us to test whether INK128 can actually rescue or extend age‐associated decline in endocrine functions by reconstructing ovaries from PGCs/GSCs. To do this, we treated with or without INK128 the old (8–10 months/an average of 36 weeks, reproductive aged) C57BL/6 recipient mice (Liu et al., 2013), following transplanting PGC aggregates with E12.5 gonadal somatic cells from the same actin‐GFP C57BL/6 fetus. At 8 weeks following transplantation of PGCs, the formed rOvaries exhibited oocyte and follicle development at primary, secondary, and antral stages in the old recipient mice treated with INK128, but not in those without receiving INK128 (Figure 2a,c). The oocytes and surrounding granulosa cells expressed germ cell marker VASA and granulosa cell marker FOXL2 by immunofluorescence (Figure 2a,b). Furthermore, FSH levels in the serum were reduced in the recipient mice containing rOvaries treated with INK128, compared with those without receiving INK128, and excitingly did not differ from those of young mice (Figure 2d). In contrast, AMH and estradiol levels were elevated in the recipient mice treated with INK128, compared with those without INK128 treatment. Elevated AMH and reduced FSH levels are commonly used as markers of high ovarian reserve and to indicate young ovarian functions too (Cohen et al., 2015; Xu et al., 2020; Zebitay et al., 2017). These data showed that the reconstructed ovary from transplanted germline stem cells retains the follicular development and endocrine function of old C57BL/6 recipient mouse for at least 8 weeks.

**FIGURE 2:**
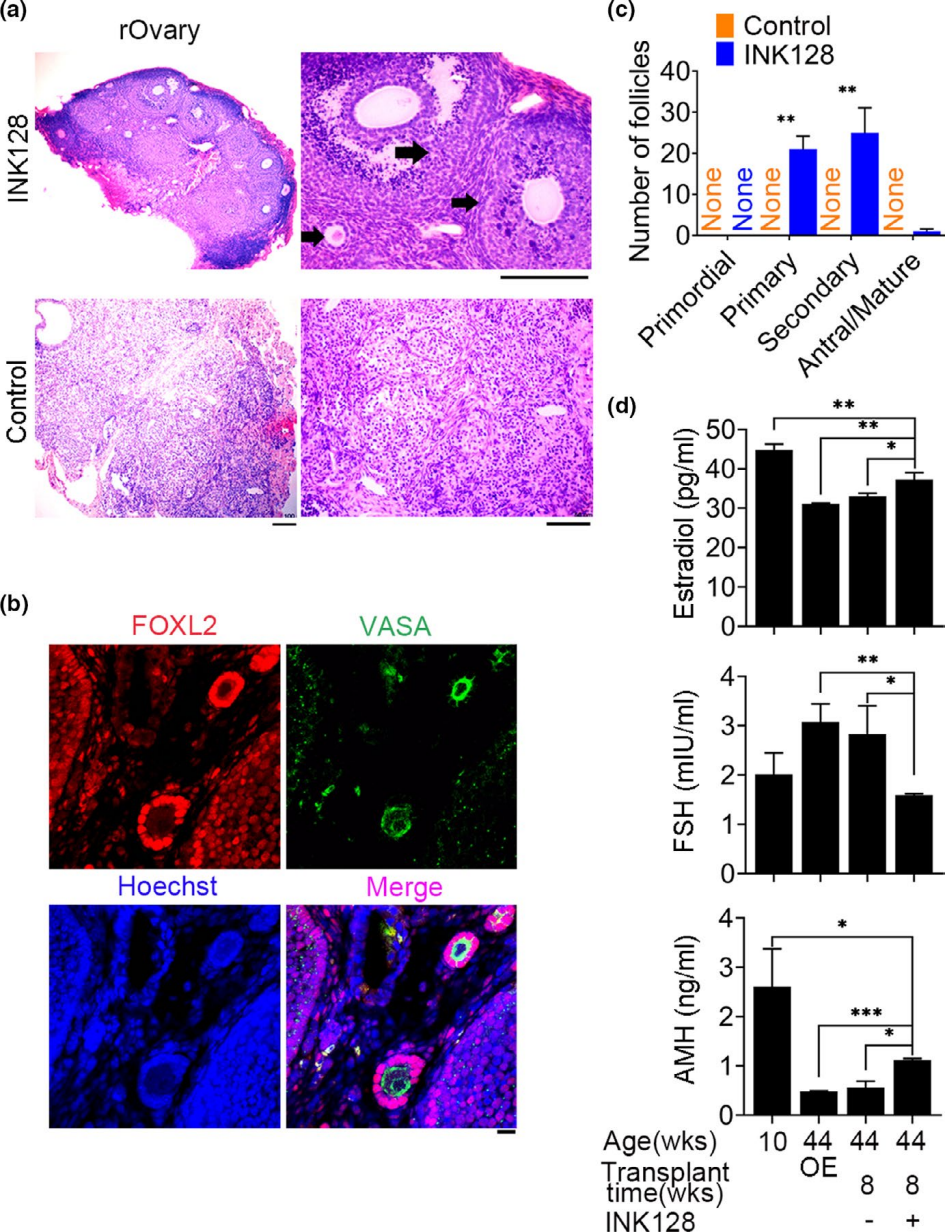
INK128 extends folliculogenesis in the rOvary of reproductive aging C57BL/6 recipient mice (36 weeks old) and endocrine functions. (a) Histology of actin‐GFP rOvary section by H&E staining displaying more primary and secondary follicles, and a small number of antral follicles (black arrows) in the rOvaries of old recipient mice following treatment for 8 weeks with INK128, but no follicle structure in the control mice without receiving INK128. Scale bar = 100 μm. (b) Immunofluorescence of germ cell marker VASA and granulosa cell marker FOXL2. Scale bar = 20 μm. (c) Number of follicles at various developmental stages in the rOvary 8 weeks after transplantation. *n* = 3. (d) Levels in the serum of follicle‐stimulating hormone (FSH), anti‐Müllerian hormone (AMH), and estradiol (E2) of recipient mice treated with (+) or without (−) INK128. C57BL/6 mice at the age of 10 weeks served as young control. C57BL/6 mice at 44 weeks old with a bilaterally ovariectomized (OE) served as negative controls of transplants. Each aggregate was transplanted beneath the kidney capsule of a bilaterally ovariectomized recipient mouse. Mean ± SEM. *N* ≥ 3. *p < 0.05, **p < 0.01, ***p < 0.001

### 2.4 INK128 prolongs endocrine function of the reconstituted ovaries in premature aging mice

To further test whether the formed rOvaries from transplanted PGCs could recover endocrine functions of premature aging mice, we performed similar experiments for an additional 1 month using 2nd‐generation telomerase‐deficient telomere shorted mice (G2 *Terc* ^−/−^) on C57BL/6 genetic background. The *Terc* ^−/−^ inbred C57BL/6 mice exhibited premature reproductive aging and infertility with increasing generations (Keefe, 2016; Keefe & Liu, 2009), earlier than the original hybrid telomerase‐deficient mice (Herrera et al., 1999), and G2 *Terc* ^−/−^ C57BL/6 females already had reduced fertility and declined ovarian functions at young age, so here employed as premature aging mouse models. At 8 weeks following transplantation of PGC aggregates from C57BL/6 carrying actin‐GFP fluorescence, the formed rOvaries contained primary, secondary, and antral follicles in the recipient G2 *Terc* ^−/−^ mice treated with INK128, but the transplants did not contain follicles in the recipient mice without INK128 treatment (Figure 3a, Figure S3a). About 3 months or 12 weeks following transplantation of PGCs, primary and secondary follicles and also mature follicles still were observed in the rOvaries of the G2 *Terc* ^−/−^ recipient mice treated with INK128 (Figure 3a,b, Figure S3B). Follicular structures assembled from granulosa cells indicated by FOXL2 around oocytes indicated by VASA were visible in the transplants after eight and 12 weeks (Figure S3C). Also, the levels of FSH, AMH, and estradiol in the serum of the recipients were assayed eight and 12 weeks after transplantation. The levels of FSH were lower, and levels of AMH and estradiol were higher in G2 *Terc* ^−/−^ mice at 2–3 months (young age) than those at 5–6 months. Compared with those of the bilaterally ovarian removal mice and recipient mice with transplants but without receiving INK128, FSH levels were decreased and the levels of estradiol and AMH elevated in the recipients with transplant‐formed rOvaries, treated with INK128. Notably, the estradiol levels were comparable to those of young mice at the age of 2–3 months (Figure 3c). Furthermore, we measured telomere length of reconstituted ovaries 4 weeks following transplantation of PGCs and compared with that of ovaries of G2 *Terc* ^−/−^ mice. Telomere length of reconstituted ovaries did not differ (*p* > 0.05) between INK128‐treated and control mice, but was evidently longer than that of G2 *Terc* ^−/−^ ovaries (Figure S3D). Moreover, genes associated with telomere maintenance and stabilization were upregulated by INK128 treatment (Figure S3E). These data indicate that INK128 extends the normal endocrine functions by maintaining follicle reserve and telomeres in the rOvaries for at least 12 weeks following PGC transplantation in the premature aging mice.

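Expression of the genes in Figure S3E was taken from RNA-seq of 2 INK128-treated and 2 control rOvaries of G2 Terc−/− recipient mice, collected 4 weeks after transplantation. The read counts deposited by the authors were converted to CPM (counts scaled to the library size) with edgeR's TMM normalization. The groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 11758 genes whose mean CPM exceeded 10. Of the 10 genes listed in Figure S3E, 9 were higher and 1, Rif1, was lower in the INK128-treated rOvaries. Only 4 of them, Nop10, Nhp2, Acd and Rif1, changed by more than 1.5-fold, and 1, Nhp2, was called a DEG. Nhp2 and Nop10 encode proteins of the telomerase ribonucleoprotein. Nhp2, on chromosome 11 of mm10 from 51619735 to 51623714, averaged 158 ± 5.4 CPM (SD, n = 2) with INK128 and 67.6 ± 4.08 CPM (SD, n = 2) in controls. Its log2 fold change was 1.22 (standard error 0.16, adjusted p = 0.0464, edgeR). Part of Nhp2 overlaps another counted gene, Rmnd5b, so some reads could have been assigned to either. Nop10, on chromosome 2 from 112261926 to 112263269, averaged 104 ± 34.4 CPM (SD, n = 2) against 43.7 ± 2.16 CPM (SD, n = 2), and its log2 fold change of 1.25 had a standard error of 0.28 and an adjusted p of 0.0597 in edgeR. The 4 shelterin genes in the list changed less. Acd had a log2 fold change of 0.80 (adjusted p = 0.119), Tinf2 of 0.52 (adjusted p = 0.134), Terf1 of 0.42 (adjusted p = 0.356) and Terf2 of 0.11 (adjusted p = 0.722) in the same edgeR test. For Terf2 the groups overlapped, with 44.1 and 41.0 CPM in the INK128-treated rOvaries and 43.9 and 35.0 CPM in controls. Its log2 fold change was −0.03 when counts were scaled by library totals alone. That scaling also lowered the median of all tested genes to −0.16, and Terf2 was 0.14 above this median. Rif1 averaged 36.7 ± 3.34 CPM (SD, n = 2) with INK128 and 75.8 ± 19.4 CPM (SD, n = 2) in controls, with a log2 fold change of −1.05 (standard error 0.25, adjusted p = 0.063, edgeR). The remaining 3 genes, Hnrnpc, Nat10 and Trim28, rose by 0.47, 0.37 and 0.38 on the log2 scale. With DESeq2 on the same genes, 3 of the 10 genes were called. When edgeR was run with offsets for exon length (all annotated exons of a gene joined) in each library, the log2 fold changes were 0.48 for Nhp2 (adjusted p = 0.172, edgeR), 0.51 for Nop10 (adjusted p = 0.285, edgeR), 0.66 for Acd and −0.58 for Rif1.

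**Figure D1:**
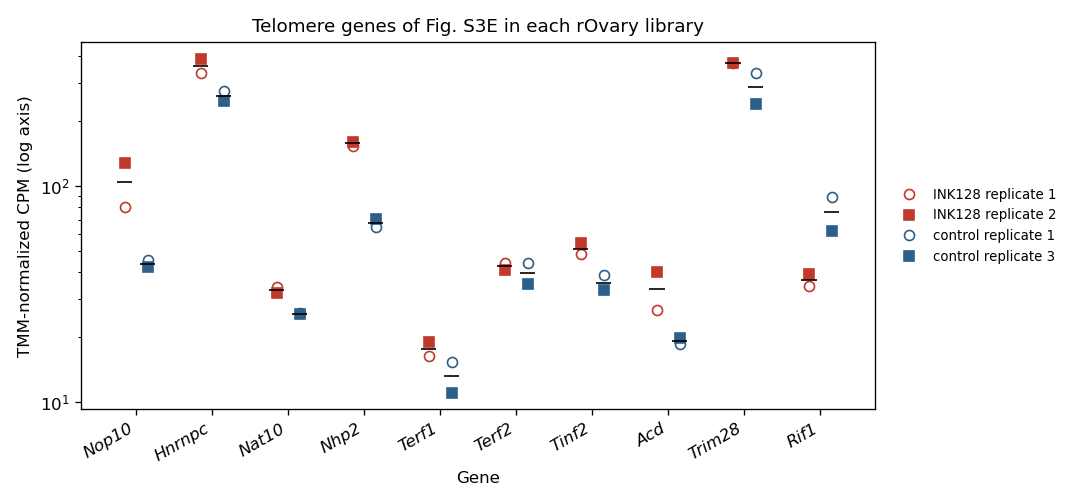
TMM-normalized CPM (log axis) of the 10 genes of Figure S3E in each rOvary library, with the mean of each group as a short line. Red symbols are the 2 INK128-treated rOvaries and blue symbols the 2 controls. Nhp2, at 154 and 161 CPM against 64.7 and 70.4 CPM, shows a wide gap between the groups, whereas the groups overlap for Terf2.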

**FIGURE 3:**
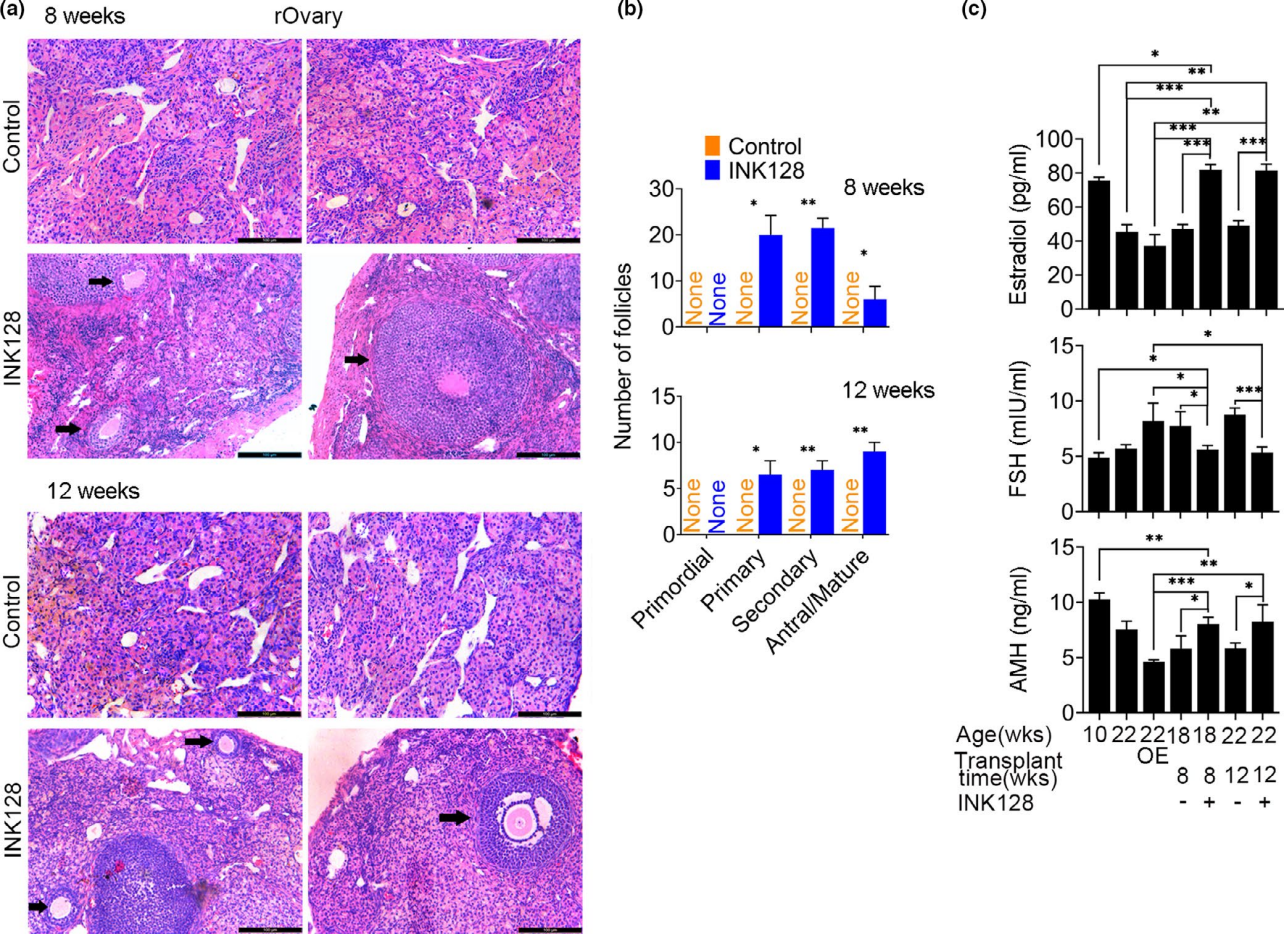
INK128 extends follicle development for 12 weeks in the rOvary of G2 *Terc* ^−/−^ mice. (a) Follicle development in the rOvary of G2 *Terc* ^−/−^ mice treated with or without INK128 for 8 or 12 weeks following transplantation of PGC aggregates. Representative images showing histology of rOvary sections by H&E staining. Scale bar = 100 μm. (b) Number of follicles at various developmental stages in the rOvary 8 or 12 weeks after transplantation. (c) Levels in the serum of follicle‐stimulating hormone (FSH), anti‐Müllerian hormone (AMH), and estradiol (E2) of recipient mice treated with (+) or without (−) INK128 following transplantation of PGCs for 8 or 12 weeks. G2 *Terc* ^−/−^ mice at the age of 10 weeks served as young control. G2 *Terc* ^−/−^ mice at 22 weeks old and those with a bilaterally ovariectomized (OE) served as negative controls of transplants. Each aggregate was transplanted beneath the kidney capsule of a bilaterally ovariectomized recipient mouse. Mean ± SEM. *n* ≥ 3. *p < 0.05, **p < 0.01, ***p < 0.001

### 2.5 INK128 represses immune response and elevates mitochondria function

To understand the effects of INK128 on the functions of rOvaries at molecular levels, we performed RNA‐seq analysis of the rOvaries collected from G2 *Terc* ^−/−^ recipient mice treated with or without INK128 served as control. 

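The rOvaries are grafts that form under the kidney capsule from aggregates of primordial germ cells and fetal gonadal somatic cells, and the recipients here lacked telomerase and had shortened telomeres. RNA-seq counts of 4 libraries were analysed, 2 from INK128-treated recipients (replicates 1 and 2) and 2 from controls (replicates 1 and 3). INK128 inhibits the kinase mTOR. The paper gives its dose as 30 μM in the drinking water, about 1.8 mg per kg of body weight per day, whereas the labels of the deposited libraries give 0.75 μM per g. According to the paper, the libraries were made with the NEBNext Ultra kit, the reads were trimmed with Trimmomatic and aligned to mm10 with Hisat2, and reads were counted per gene with featureCounts. The authors deposited these counts without normalization for 54021 gene symbols. The counts summed to 19130209 and 23029089 in the INK128-treated rOvaries and to 21585292 and 22812603 in controls. At this depth 3 counts, chosen here as a floor, correspond to 0.13 to 0.157 CPM, and this floor covers counting error only. The paper analysed genes with a CPM above 10 without naming the number of libraries that had to pass, so the 11758 genes with a mean CPM above 10 over the 4 libraries were tested here. TMM factors were 0.97 and 0.94 for the INK128-treated rOvaries and 1.05 and 1.04 for controls. The paper's thresholds were kept, with DEGs called at an adjusted p below 0.05 and a fold change above 1.5. Positions are those of GENCODE release 21 on mm10. Replicates were compared before they were averaged. Over the tested genes, log2 CPM of the 2 INK128-treated rOvaries had a Pearson correlation of 0.98, and 1% of genes lay more than 2-fold apart (118 genes). For the 2 controls the correlation was 0.806, and 13.8% of genes lay more than 2-fold apart (1621 genes). Counts of 4 Y-linked genes, Ddx3y, Eif2s3y, Kdm5d and Uty, summed to 1021 in control replicate 1 and to 2, 0 and 0 in the other 3 libraries. With 2 rOvaries per group, an exact permutation test of 1 gene cannot give a two-sided p below 0.333, and the p-values here come from models fitted across all tested genes.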

The rOvaries were harvested 4 weeks after transplantation. Firstly, we identified differentially expressed genes (DEGs) in the comparison between INK128‐treated mice and controls, showing 1,648 upregulated and 1,817 downregulated genes by INK128 (Figure 4a). 

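With edgeR's quasi-likelihood test, 374 genes were upregulated and 375 downregulated in the INK128-treated rOvaries. All 749 DEGs had adjusted p-values between 0.0464 and 0.05, and a further 873 genes that changed by more than 1.5-fold had adjusted p-values from 0.05 to 0.06 (Benjamini-Hochberg). The number of DEGs moved widely with the test, and the cause of this was not tested. DESeq2, the tool named in the paper, called 1595 upregulated and 1772 downregulated DEGs among the same 11758 genes and included all 749 of the edgeR DEGs. limma voom called 0, with a smallest adjusted p of 0.0599. It had 2151 genes higher and 1828 lower at an unadjusted p below 0.05. In 8049 of the tested genes (68.5%) both INK128-treated rOvaries lay on the same side of both controls, against 33.3% by chance. Genes are not independent, and any library-wide difference between the groups would raise this share. The separation held for every edgeR DEG, which the test itself largely requires. Among those DEGs, the 5 largest rises were in Tnnt2, Cntfr, Slc6a2, Rbp4 and Tpm2. Tnnt2, on chromosome 1 from 135836354 to 135852260, averaged 119 ± 15.9 CPM (SD, n = 2) with INK128 and 8.92 ± 2.2 CPM (SD, n = 2) in controls, a log2 fold change of 3.73 (standard error 0.27, adjusted p = 0.0464, edgeR). Log2 fold changes of the other 4 were 3.57 for Cntfr, 3.53 for Slc6a2, 3.05 for Rbp4 and 2.86 for Tpm2. The 5 largest falls were in Mmrn1, Slc6a19, Apob, Gm42793 and Folh1. Of a list of 25 kidney markers, 22 were also higher in both controls than in both INK128-treated rOvaries. Kidney tissue in the control libraries may therefore account for part of the largest falls. Mmrn1, on chromosome 6 from 60924976 to 60989378, had 1 and 0 counts in the INK128-treated rOvaries and 45.9 and 125 CPM in controls. Against the control mean of 85.3 CPM it was at least 516-fold lower with INK128, at a floor of 0.165 CPM. This bound would be smaller against control replicate 1 alone. Log2 fold changes were −6.36 for Slc6a19, −5.74 for Apob, −5.70 for Gm42793 and −5.30 for Folh1. Gm42793 lies inside Spp1 on chromosome 5, and reads of the overlap cannot be assigned to 1 of them. The controls differed from each other for several of these genes, as for Slc6a19, which had 12.0 CPM in control replicate 1 and 51 CPM in control replicate 3. With each rOvary left out in turn, the log2 fold change of Tnnt2 stayed between 3.50 and 4.01 and that of Slc6a19 between −7.05 and −4.97.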

While the metabolism and oxidative phosphorylation were upregulated, Wnt, mTOR, and PI3 K‐Akt signaling pathways downregulated in the rOvaries of the recipient mice by treatment with INK128, compared with controls without INK128 (Figure 4b–e), consistent with known functions of INK128 as mTOR inhibitor in the inhibition of these pathways. 

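Pathways were examined as gene sets, by limma's camera test on the edgeR statistics with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 8 sets tested. The KEGG sets and DAVID were not used here. The mTOR and Wnt sets came from Reactome, and the PI3K-Akt set was a written list of ligands, receptors, matrix proteins and kinases. The 76 tested subunits of oxidative phosphorylation encoded in the nucleus had a median log2 fold change of 0.98 (adjusted p = 3.87e-18, camera on edgeR statistics), with 20 DEGs up and 0 down. The 79 cytosolic ribosomal protein genes had a median of 1.48 (adjusted p = 5.05e-33, same camera test), with 67 up and 0 down. The 100 PI3K-Akt genes had a median of −0.38 (adjusted p = 0.000907, same camera test), with 0 up and 9 down. When edgeR was run with offsets for exon length in each library, the PI3K-Akt median was −0.08 (adjusted p = 0.477, camera). The 26 genes of the Reactome mTOR set had a median of −0.06 (adjusted p = 0.849, camera), with 1 up and 0 down. A longer list of 74 mTOR signaling genes had a median of −0.17 (adjusted p = 0.202, camera), with 3 up and 3 down. DESeq2 called 8 up and 19 down in this longer list, and 3 up and 3 down in the Reactome mTOR set. For Wnt signaling, the 177 genes of the Reactome set had a median of 0.06 (adjusted p = 0.531, camera), with 10 up and 7 down. A shorter list of 76 Wnt genes had a median of −0.32 (adjusted p = 0.00698, camera), with 0 up and 8 down. DESeq2 called 4 up and 19 down in this shorter list, and 35 up and 24 down in the Reactome Wnt set.

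**Figure D2:**
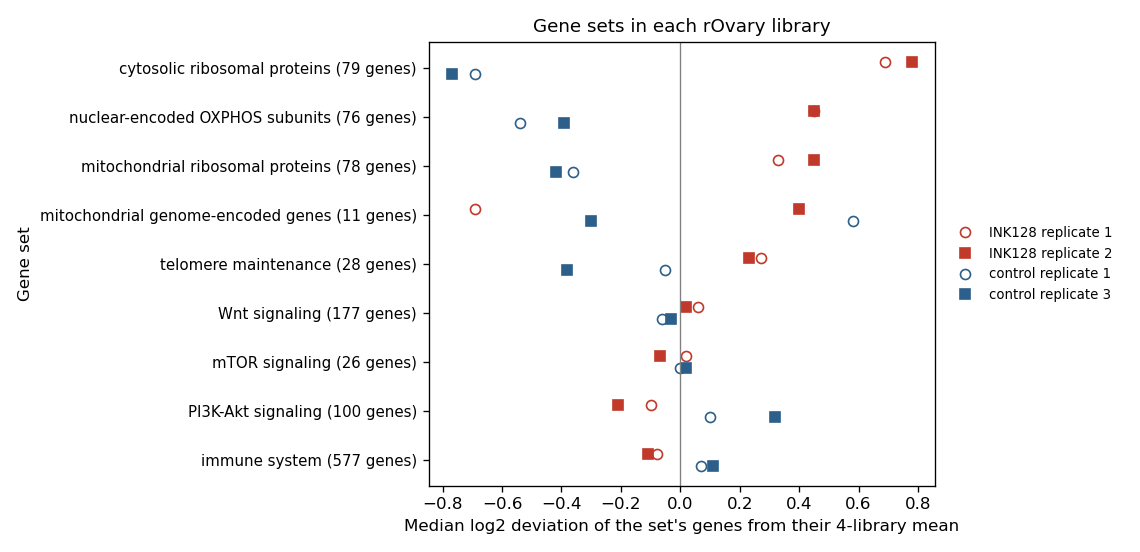
Median log2 deviation of each set's genes from their mean over the 4 libraries, with 1 symbol per rOvary library, red for INK128 and blue for controls. The groups are well apart for cytosolic ribosomal proteins (0.69 and 0.78 against −0.69 and −0.77) and lie close together for the Reactome mTOR and Wnt sets.

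Of the genes listed for mTOR signaling in Figure 4c, the 5 examined here (Pik3cb, Rictor, Rps6ka3, Mtor and Pik3r3) were all lower in both INK128-treated rOvaries than in both controls, with log2 fold changes from −1.92 to −0.95. Mtor, on chromosome 4 from 148448611 to 148557683, averaged 41.5 ± 4.19 CPM (SD, n = 2) with INK128 and 83.4 ± 11.9 CPM (SD, n = 2) in controls. Its log2 fold change was −1.01 (standard error 0.2, adjusted p = 0.0526, edgeR), and −0.55 (adjusted p = 0.19, edgeR) with the length offsets. Pik3cb, on chromosome 9 from 99036654 to 99140621, averaged 5.01 ± 0.869 CPM (SD, n = 2) against 19 ± 0.539 CPM (SD, n = 2), a log2 fold change of −1.92 (standard error 0.3, adjusted p = 0.0464, edgeR). It was the 1 gene of the 5 called by edgeR, whereas DESeq2 called 5. Rictor fell by 0.95 on the log2 scale, with an adjusted p of 0.0614 in edgeR. Over the list of 44 genes that the paper names alone, all 5 passed an adjusted p of 0.05, but that list was drawn from these data by the paper.

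**Figure D3:**
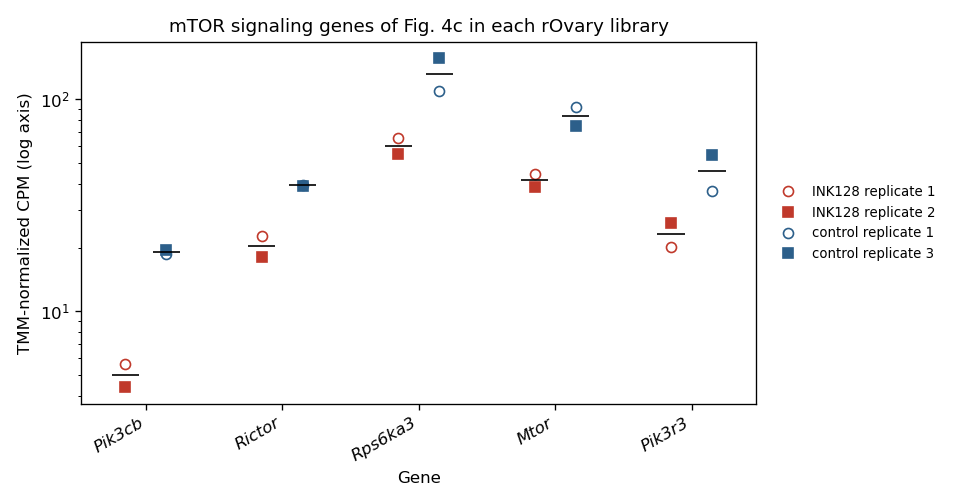
TMM-normalized CPM (log axis) of 5 mTOR signaling genes of Figure 4c in each rOvary library, with the mean of each group as a short line. The 2 INK128-treated rOvaries (red) lie below the 2 controls (blue) for each gene, as for Mtor, at 44.4 and 38.5 CPM against 91.8 and 74.9 CPM.

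Of the genes listed for PI3K-Akt signaling in Figure 4e, the 7 examined here (Pik3ap1, Fgf1, Pik3cb, Egf, Lama1, Cdkn1a and Lama5) were also lower with INK128, with log2 fold changes from −4.22 to −1.04 and adjusted p-values from 0.0464 to 0.111 in edgeR. The largest fall was in Egf, on chromosome 3 from 129677565 to 129755316, which had 0.992 and 1.98 CPM in the INK128-treated rOvaries and 11 and 45.1 CPM in controls. Egf also belonged to a list of 25 kidney marker genes, of which 22 were higher in both controls than in both INK128-treated rOvaries. Fgf1 did not reach a mean CPM of 10 and was tested among genes with a mean CPM above 1, where its log2 fold change was −2.37 (standard error 0.37, adjusted p = 0.0558, edgeR).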

By Western blot, INK128 decreased Akt pathway activation as evidenced by noticeable reduction in phosphorylation of S473 Akt compared with untreated controls (Figure 4d). Meanwhile, the protein expression of Foxo3 downstream effector of mTOR was increased through treatment with INK128.

**FIGURE 4:**
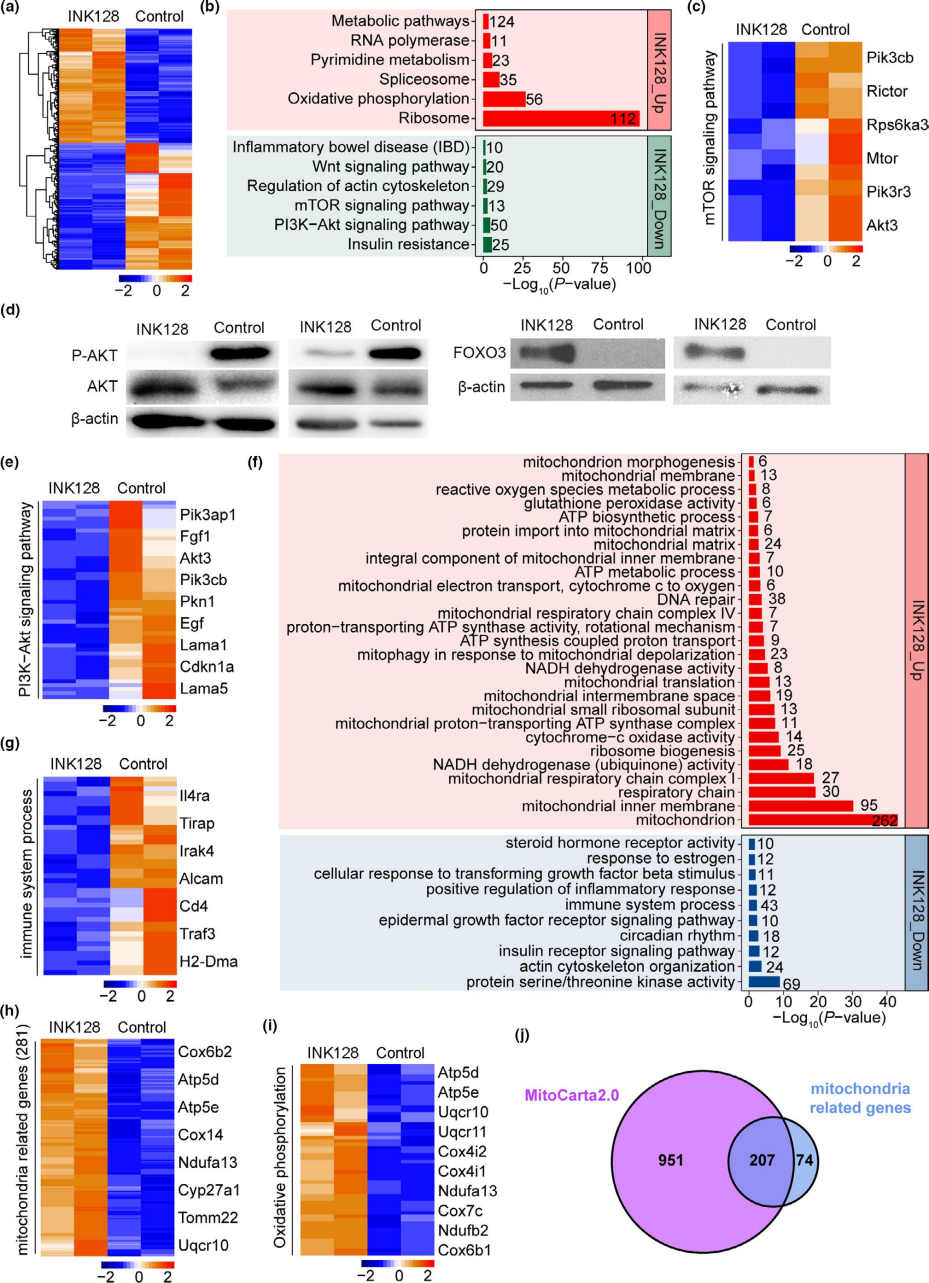
Effects of INK128 on the function of rOvaries through RNA‐seq analysis. (a) Heat map displaying differentially expressed genes (DEGs) in rOvaries of G2 *Terc* ^−/−^ mice between INK128 treatment and controls 4 weeks following transplantation. The color key from blue to red indicates the relative gene expression levels from low to high, respectively. (b) Representative signaling pathways enriched by DEGs in rOvaries between INK128 treatment and controls. Red and green bars represent signaling pathways enriched by upregulated and downregulated DEGs, respectively. (c) Heat map showing the expression levels of representative genes related to mTOR signaling pathway after INK128 treatment compared with controls. Key genes are listed on the right of the heat map. (d) Western blot analysis of protein expression of P‐AKT and FOXO3 in the rOvary from G2 *Terc* ^−/−^ mice treated with or without INK128 (control) for 4 weeks. (e) PI3 K‐Akt signaling pathway following INK128 treatment compared with controls. (f) Significantly enriched GO terms of DEGs in rOvaries between INK128 treatment and controls. Red and blue bars represent GO terms enriched by upregulated and downregulated DEGs, respectively. (g) Expression levels of genes associated with immune system process in rOvaries of INK128‐treated and controls, with several key genes listed on the right side. (h) Expression levels of mitochondria‐related genes in rOvaries of INK128‐treated and controls, with key genes listed on the right. (i) Expression levels of genes associated with oxidative phosphorylation in INK128‐treated and controls. (j) Venn diagram illustrating genes shared between MitoCarta2.0 dataset and mitochondrial‐related genes revealed in our data analysis

In addition, GO analysis revealed that downregulated DEGs were enriched for functions related to immunity and inflammation (Figure 4f,g), also supporting the INK128 as mTOR inhibitor, which was originally discovered to exhibit immunosuppressive activity (review (Johnson et al., 2013)). 

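The 577 tested genes of Reactome's immune system set had a median log2 fold change of −0.24 (adjusted p = 0.0287, camera on edgeR statistics), with 25 DEGs down and 16 up. DESeq2 statistics gave a median of −0.25 (adjusted p = 0.0529, camera). A shorter list of 62 immune and inflammatory genes had a median of −0.84 (adjusted p = 6.46e-08, camera), and 14.5% of its genes were higher with INK128, with 5 DEGs down and 0 up. In the over-representation test (one-sided Fisher's exact test, Benjamini-Hochberg over 805 Reactome sets), 3 sets were enriched among the downregulated DEGs, all of them sets of membrane transport. The broadest of them, transmembrane transport of small molecules, held 29 downregulated DEGs among 285 tested genes (adjusted p = 0.000681, Fisher's exact test). Sets of antigen processing were enriched among the upregulated DEGs. Antigen processing and cross-presentation held 12 upregulated and 0 downregulated DEGs among 71 tested genes (adjusted p = 0.00119 for the upregulated DEGs, Fisher's exact test). Sets of proteasome degradation outside the immune system were enriched too, such as degradation of GLI2, with 9 upregulated DEGs among 57 tested genes. Genes shared between these sets were not examined, so their enrichment does not show a rise of immune genes as such. Gene ontology terms were not used here. The 7 genes listed in Figure 4g (Il4ra, Tirap, Irak4, Alcam, Cd4, Traf3 and H2-DMa) were all lower with INK128, with log2 fold changes from −3.38 to −1.13. Irak4, a kinase of Toll-like receptor signaling on chromosome 15 from 94543643 to 94581815, averaged 16.4 ± 0.126 CPM (SD, n = 2) with INK128 and 43.2 ± 0.575 CPM (SD, n = 2) in controls. Its log2 fold change was −1.40 (standard error 0.19, adjusted p = 0.0464, edgeR), and it was the 1 gene of the 7 called. Irak4 overlaps Twf1, and the reads of the overlap are uncertain. Il4ra averaged 31.6 ± 1.31 CPM (SD, n = 2) against 80.1 ± 26.8 CPM (SD, n = 2), with a log2 fold change of −1.34 (standard error 0.29, adjusted p = 0.0562, edgeR). H2-DMa averaged 13.4 ± 0.377 CPM (SD, n = 2) against 38.5 ± 14.4 CPM (SD, n = 2), with a log2 fold change of −1.52 (standard error 0.33, adjusted p = 0.0581, edgeR). Cd4 was counted at low levels and did not reach a mean CPM of 10. It had 0.551 and 1.09 CPM in the INK128-treated rOvaries, 2.91 CPM in control replicate 1 and 15 CPM in control replicate 3, and its log2 fold change of −3.38 (standard error 0.97, adjusted p = 0.0947, edgeR among genes with a mean CPM above 1) rested mostly on that last library. DESeq2 called all 7 genes when Cd4 was kept in by a filter of CPM above 10 in at least 1 library, which was chosen after the data were seen.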

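Among the upregulated edgeR DEGs, 77 Reactome sets were enriched (one-sided Fisher's exact test with Benjamini-Hochberg adjustment). Sets of translation ranked highest, as eukaryotic translation elongation, with 69 upregulated DEGs among 88 tested genes (adjusted p = 3.21e-80, Fisher's exact test). The set of respiratory electron transport and ATP synthesis held 20 upregulated DEGs among 91 tested genes (adjusted p = 2.41e-08, Fisher's exact test). The 78 mitochondrial ribosomal protein genes had a median log2 fold change of 0.76 (adjusted p = 1.76e-16, camera on edgeR statistics), and 96.2% of them were higher with INK128. All 8 genes listed in Figure 4h (Cox6b2, Atp5d, Atp5e, Cox14, Ndufa13, Cyp27a1, Tomm22 and Uqcr10) rose, by 0.82 to 1.82 on the log2 scale, and 6 were called. All 10 genes listed in Figure 4i (Atp5d, Atp5e, Uqcr10, Uqcr11, Cox4i2, Cox4i1, Ndufa13, Cox7c, Ndufb2 and Cox6b1) rose by 1.00 to 1.66, and 6 were called. Atp5e, a subunit of ATP synthase on chromosome 2 from 174461072 to 174464105, averaged 246 ± 17.7 CPM (SD, n = 2) with INK128 and 77.8 ± 1.53 CPM (SD, n = 2) in controls. Its log2 fold change of 1.66 had a standard error of 0.17 and an adjusted p of 0.0464 in edgeR. Cox4i1, a subunit of cytochrome c oxidase on chromosome 8 from 120668222 to 120674207, averaged 689 ± 101 CPM (SD, n = 2) against 293 ± 29 CPM (SD, n = 2). Its log2 fold change was 1.23 (standard error 0.21, adjusted p = 0.0486, edgeR). Cox4i1 overlaps Emc8, which rose by 0.95, and Gm20388, which fell by 0.58, and the reads of the overlaps are uncertain. Ndufb2, a subunit of complex I on chromosome 6, rose from 32.1 ± 1.28 CPM (SD, n = 2) to 76.3 ± 5.43 CPM (SD, n = 2), with a log2 fold change of 1.25 (standard error 0.17, adjusted p = 0.0464, edgeR), but it overlaps the annotated gene Gm42420, which rose by 1.33. Uqcr10 differed more between the 2 INK128-treated rOvaries (117 and 205 CPM) than between the 2 controls (81.8 and 60.0 CPM), and its log2 fold change of 1.18 (standard error 0.34, adjusted p = 0.0875, edgeR) was not called. Cox4i2 was below a mean CPM of 10 and had a log2 fold change of 1.56 (adjusted p = 0.0923, edgeR among genes with a mean CPM above 1). Most of these transcripts are short. The median exon length of the oxidative phosphorylation set was 1697 bases against 4469 bases for all tested genes, and with length offsets in edgeR the median log2 fold change of the set was 0.37 (adjusted p = 7.71e-08, camera).

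**Figure D4:**
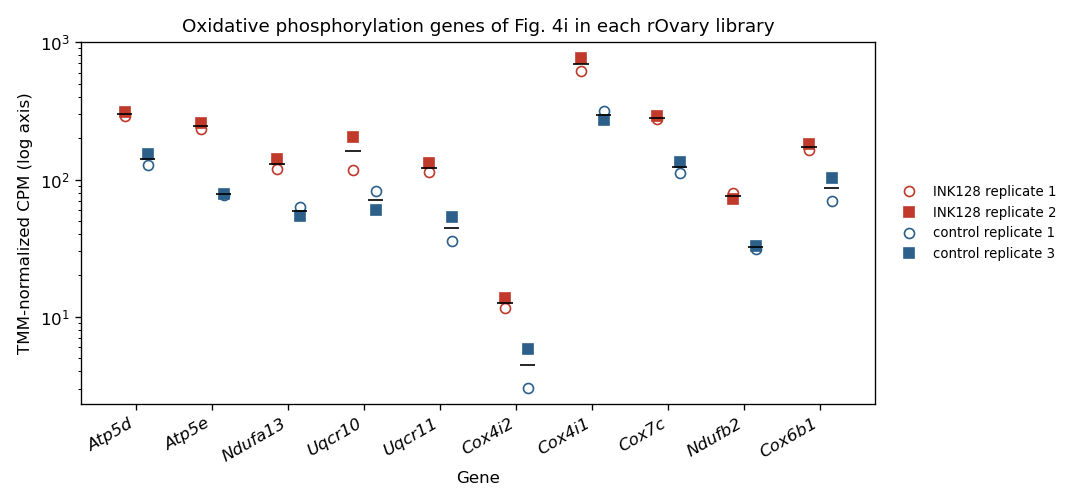
TMM-normalized CPM (log axis) of the 10 oxidative phosphorylation genes of Figure 4i in each rOvary library, with the mean of each group as a short line. The INK128-treated rOvaries (red) lie above the controls (blue) for each gene, as for Atp5e, at 234 and 259 CPM against 76.7 and 78.9 CPM.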

Remarkably, upregulated DEGs by INK128 were enriched for functions and components associated with mitochondria (Figure 4f,h), coincided with the activation of oxidative phosphorylation (Figure 4i). Furthermore, these 281 mitochondrial‐related genes were well merged with MitoCarta2.0 dataset, which contained 1,158 mouse genes encoding mitochondrial proteins (Calvo et al., 2016; Pagliarini et al., 2008), and most of them (207) were shared (Figure 4j). Thus, INK128 suppresses immune response and promotes mitochondria functions.

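MitoCarta2.0 was not used here. In its place, 4 sets of mitochondrial genes were joined (subunits of oxidative phosphorylation encoded in the nucleus, genes of the mitochondrial genome, mitochondrial ribosomal proteins and Reactome's mitochondrial protein import), giving 204 genes in the count table, of which 192 were tested. Of these, 178 had a positive log2 fold change. The upregulated DEGs included 31 of them with edgeR and 108 with DESeq2, and the downregulated DEGs 0 with edgeR and 1 with DESeq2.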

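Genes encoded in the mitochondrial genome did not rise with the nuclear-encoded genes. The 11 tested genes had a median log2 fold change of 0.02, and the replicates of each group lay further apart than the groups. Their median log2 deviation was −0.69 in INK128 replicate 1, 0.40 in INK128 replicate 2, 0.58 in control replicate 1 and −0.30 in control replicate 3. A list of immune cell markers, 17 of them tested, had a median log2 fold change of −1.02, and each of the 17 was lower with INK128. The 1 marker called was Cd74, with 245 and 207 CPM in the INK128-treated rOvaries and 533 and 745 CPM in controls (adjusted p = 0.0482, edgeR). The paper reasons from the DEGs between INK128-treated and control rOvaries. It reads the enrichment of immune and inflammatory functions among the downregulated DEGs (Figure 4f,g) together with the immunosuppressive activity known for mTOR inhibitors. It then takes the enrichment of mitochondrial functions and components among the upregulated DEGs, the upregulation of oxidative phosphorylation genes (Figure 4h,i) and the overlap with MitoCarta2.0 (Figure 4j), and concludes that INK128 suppresses the immune response and promotes mitochondria functions.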

### 2.6 INK128 similarly maintains folliculogenesis of the rOvary in immune‐deficient mice

To minimize potential immunorejection, the above transplantation was carried out by using the same genetic background, for example, PGCs from C57BL/6 to the kidney capsule of C57BL/6 recipient mice. To exclude the possibility of germ cell development and the follicles potentially reduced by immunorejection, we performed the transplantation experiments using immunodeficient NOD SCID recipient mice treated with or without INK128. Similar to those of C57BL/6 same genetic background transplants, large number of primordial and primary follicles, and only few secondary follicles, antral follicles, and mature follicles were found at 4 weeks in the rOvaries of the recipient NOD SCID mice treated with INK128 (Figure S4A). By 8 weeks, more secondary follicles and a few primary and antral follicles were found in the rOvaries of NOD SCID recipient mice treated with INK128 (Figure S4B). Follicles were further visualized by immunofluorescence of FOXL2‐stained granulosa cells and VASA in oocytes (Figure S4C and D). The total follicle numbers also approximated 40–50 in the rOvary of NOD SCID mice, comparable to those of allogeneic transplantation of PGCs at C57BL/6 genetic background. We also looked at follicle development 10 days following removal of INK128 from water after treatment for 8 weeks and observed certain number of follicles in the reconstituted ovaries (Figure S4E), suggesting recovery of follicular development without INK128. Fewer follicles were left, suggesting that follicles may have undergone ovulation or atresia, as anticipated. These results suggest that immunorejection, if any, unlikely hinders the germ cell and follicular development in the recipient mice following transplantation of PGCs at the same genetic background when mTOR inhibition is applied.

## 3 DISCUSSION

Stem cell aging and exhaustion are considered important drivers of organismal aging (Ren et al., 2017). Likewise, germ cell depletion with age also determines reproductive aging. We have shown that germline stem cell transplantation robustly regenerates oocyte and follicle development in young, reproductive aging, and premature aging mouse models. Excitingly, mTOR inhibition by INK128 greatly extends the follicle development and endocrine functions of the reconstituted ovary. Although our study focused on INK128 to extend the functions of germline stem cell transplants, the findings also may have implications in extending the efficacy of other somatic stem cells in regeneration and transplantation.

mTOR is an atypical serine / threonine kinase that is a metabolic sensor that regulates mRNA translation, cell growth, proliferation, autophagy signals, and survival (Laplante & Sabatini, 2012; Wullschleger et al., 2006). We show that mTOR inhibition can postpone the follicle development or activation in the reconstructed ovaries, further supporting role of mTOR in follicle activation shown previously (Adhikari & Liu, 2009; Adhikari et al., 2010, 2013). It appears that INK128 more effectively suppresses ovarian follicle activation than does rapamycin, and this could be related to inhibition of both mTORC1 and mTORC2 by INK128, whereas rapamycin only suppresses mTORC1 alone (Goldman et al., 2017; Johnson et al., 2013). Additionally, rapamycin has been found to alter mitochondria functions after longer‐term treatment, and melatonin administration reduces rapamycin‐associated toxicity to healthy cells (Shen et al., 2018). Also, the inhibition of mTOR by INK128 suppresses mitochondrial reactive oxygen species (ROS) production (Li et al., 2018), protecting mitochondrial and stem cell functions (Brand et al., 2016).

Rapamycin has been proven to have numerous negative side effects that would seem to preclude its wide‐scale use as an anti‐aging compound, but treatment dosage and time can affect the effectiveness and side effects of rapamycin (Kennedy & Lamming, 2016). In our preliminary experiments, short‐term or lower dosage treatment with rapamycin fails to suppress or delay primordial follicle activation and folliculogenesis, in contrast to INK128, which appears to be more effective and safer. After preliminary experiments on dosage dependence, we employed rapamycin at 40 mg/L or INK128 at 30 μM/L in water to treat the mice. Based on the evidence that certain number of primary and secondary follicles are observed in the reconstituted ovaries 12 weeks following transplantation of GSCs in the recipient mice treated with INK128 (Figure 3a), we anticipate that INK128 has protective effects on ovarian functions for longer term. Meanwhile, these mice treated with INK128 for 12 weeks appeared normal and healthy.

Suppression of immune response and elevated mitochondria function by INK128 revealed here could promote ovarian functions. Mitochondrial dysfunctions and inflammation are important aspects of aging processes (Ma, Sun, Geng, et al., 2020). Mitochondria function plays important role in ovarian follicular reserve and mitochondria dysfunctions, and aberrant metabolisms are implicated in ovarian aging and infertility (Cecchino et al., 2018; Seidler & Moley, 2015; Yang et al., 2020; Zhang et al., 2019). Disorders of aging are frequently associated with mitochondrial dysfunction, as are impaired oogenesis and embryogenesis (Kasapoglu et al., 2020). Enhanced mitochondrial functions could make one of important contributions to reverse aging and ovarian aging too (May‐Panloup et al., 2016). Mitochondria dysfunction in stem cells is implicated in aging, and improving mitochondrial and stem cell function by NAD(+) repletion enhances life span in mice (Zhang et al., 2016, 2018). INK128 promotes NADH dehydrogenase activity, mitochondria functions, and metabolisms, and these can contribute to extended ovarian functions with age. Supplementing INK128 through diet or administration can prolong reproductive life span and improve the multifaceted effects of reproductive aging on the body.

Immunoactivity or inflammation response also can cause follicle activation and deplete follicles, leading to POF (Bukovsky & Caudle, 2008, 2012). Reducing inflammation by knockout of interleukin 1 elevates serum levels of anti‐Mullerian hormone (AMH) and ovarian reserve, and also prolongs ovarian life span in mice (Uri‐Belapolsky et al., 2014). An original study revealed that the activation of PI3 K signaling due to lacking PTEN leads to the activation of entire primordial follicle pool and thus depletion of follicles, causing POF (Reddy et al., 2008). Consistently, our data indicated that mTOR inhibitor INK128 downregulates activity of P‐AKT/PI3 K and upregulates expression of FOXO3. FOXO signaling and balanced mitochondrial function modulate longevity and extend life span (Mouchiroud et al., 2013). Hence, INK128 regulates the follicles dormant or awaken through AKT/FOXO3 pathway in the rOvaries and also likely can postpone the processes of POF.

Increased inflammation and cellular senescence have been found in various tissues or organs during aging or in age‐associated diseases (Ma, Sun, Li, et al., 2020; Wang et al., 2018; Zou et al., 2020). Altogether, our results suggest that INK128 extends the functions of rOvaries through suppressing the mTOR pathway and inflammation or immune response as well as remarkably improving mitochondria functions. The findings that mitochondria functions are enhanced and inflammation suppressed by INK128 may have general implications in extending functions of the regenerative tissues in aging organism following stem cell transplantation.

Maintaining quiescence of follicle reserve by INK128 also could be important for maintaining stem cell functions for longer time *in vivo*. Similarly, in somatic cell types, quiescence also is a common feature of many stem cell populations (van Velthoven & Rando, 2019). Age‐associated declines in stem cell function are characterized by metabolic changes and particularly mitochondria dysfunction (Ren et al., 2017). Quiescent stem cells provide sources to enhance maintenance and repair of aged or diseased tissues (van Velthoven & Rando, 2019). Activation of quiescent postmitotic muscle stem cells and neural stem cell activation is involved in regeneration and aging (Adams et al., 2015; Leeman et al., 2018; de Morree et al., 2019; van Velthoven & Rando, 2019). Furthermore, the FOXO family of transcription factors, which inhibits oxidative and/or metabolic stress, is functionally important in quiescent stem cells to safeguard these cells from environmental stress (Cheung & Rando, 2013). This is consistent with the notion that FOXO3 promotes quiescence in adult muscle stem cells during the process of self‐renewal (Gopinath et al., 2014). In contrast, mTORC1 activity is necessary and sufficient for exit from quiescent state of stem cells (Rodgers et al., 2014). Our data reveal that INK128 effectively activates and elevates FOXO3 levels in the germ cell‐reconstructed ovaries. The quiescent state prevents the premature activation or differentiation of stem cells. Exhaustion of the stem cell pool results in impaired tissue homeostasis and regeneration, highlighting the importance of maintaining stem cell quiescence for tissue and organismal health (Cheung & Rando, 2013). Chronic mTORC1 activation leads to stem cell loss, and somatic stem cells transiently activate mTORC1 signaling during tissue regeneration (Haller et al., 2017). TSC/mTORC1 signaling has an important regulatory role in stem cell maintenance and differentiation. It will be interesting to test whether mTOR inhibition by INK128 can delay activation and thus aging of quiescent somatic stem cells.

In C. elegans, the prevention of germline stem cell proliferation results in a 60% extension of life span, termed gonadal longevity (Antebi, 2013). Gonadal longevity relies on the transcriptional activities of steroid nuclear receptor DAF‐12, the FOXO transcription factor homolog DAF‐16, the FOXA transcription factor homolog PHA‐4, and the HNF‐4‐like nuclear receptor NHR‐80. Because the reproductive system also regulates longevity in other species (Antebi, 2013), INK128 may also benefit organismal longevity, in addition to prolonged reproductive and endocrine functions.

PGC‐like cells (PGCLCs) have been successfully achieved from pluripotent stem cells, embryonic stem cells, or induced pluripotent stem cells (Hayashi et al., 2012; Hikabe et al., 2016), as well as from chemically induced pluripotent stem cells by pure chemical reprogramming of adult somatic granulosa cells (Tian et al., 2019). PGCLCs reaggregated with E12.5 female gonadal somatic cells are subjected to ovarian cyst transplantation to obtain functional mature eggs (Hayashi et al., 2012). Excitingly, PGCLCs derived from granulosa cells also can reconstitute ovarian functions in the recipient mice following kidney capsule transplantation (Tian et al., 2019). It is likely that PGCLCs derived from pluripotent stem cells or reprogrammed from somatic cells could be used to extend ovarian functions in combination with mTOR inhibition by INK128, opening wider applications in preservation of fertility and endocrine functions.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Animal care and use

The use of mice for this research was approved by the Nankai University Animal Care and Use Committee. All mice used in this study were taken care of and operated according to the relevant regulations. Mice were housed and cared in individually ventilated cages (IVCs) on a standard 12‐h light: 12‐h dark cycle in the sterile Animal Facility. Three‐five‐month‐old second‐generation *Terc*‐deficient (G2 *Terc* ^–/–^) mice in C57BL/6 background, C57BL/6‐Tg (CAG‐EGFP) C14‐Y01‐FM131Osb mice that carry actin‐GFP obtained from Model Animal Research Center of Nanjing University. NOD SCID mice, C57BL/6NCrSlc (B6), and albino ICR mice purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd, were used in this study.

### 4.2 Aggregation of PGCs

PGCs from C57BL/6‐GFP fetal ovaries were reaggregated with somatic cells from the same gonads. To obtain PGCs and somatic cells *in vivo*, female E12.5 gonads were collected from E12.5 embryos obtained by intercrosses of ICR or C57BL/6‐GFP mice. The mesonephros were surgically separated from the gonads using insulin syringe. Gonads were dissociated with 0.05% trypsin–EDTA (Invitrogen) by incubation at 37°C for 10 min, washed with DMEM+FBS medium, and collected by centrifugation. Large clumps of cells were removed using a cell strainer (BD Biosciences). The PGCs and somatic cells were plated in the wells of a low‐cell‐binding U‐bottom 96‐well Lipidure‐Coat plate in MF10 medium (MF10 medium contains M199 (Sigma) with 10% FBS, 1 mM l‐glutamine, and 1% 2A) added with 10 μM Rocki (modified by Ref. (Matoba & Ogura, 2011; Zeng et al., 2017)). The proportion of E12.5 PGCs and gonadal somatic cells was 1:6 per aggregation.

### 4.3 Transplantation of PGC aggregates into kidney capsule

Kidney capsule transplantation was performed based on the methods described (Qing et al., 2008; Sheng et al., 2019; Zeng et al., 2017). Briefly, one or two aggregates were implanted in the “pocket,” which was made between the kidney capsule and kidney tissue of a bilaterally ovariectomized (OE) recipient mouse. Transplantation procedure was completed in 5 min for each mouse. Eight‐ to 10‐month‐old (average of 36 weeks, reproductive aging) C57BL/6, 2‐ to 3–month‐old (average of 10 weeks) G2 *Terc* ^−/−^mice, 6‐ to 8‐week‐old NOD SCID, or young (2‐ to 3‐month‐old) C57BL/6 females were used as recipients of transplantation of PGCs. For hormone assay below, these recipients were randomly divided into two groups as follows: group 1: Each aggregate was transplanted beneath the kidney capsule of a bilaterally ovariectomized recipient mouse; group 2: A bilaterally ovariectomized recipient mouse without aggregates served as negative control. For transplantation into 36‐week‐old C57BL/6, 10‐week young G2 *Terc*−/− mice, or 10‐week young C57BL/6 recipient females, donor aggregates were PGCs and the somatic cells were isolated from E12.5 fetal gonads obtained by intercrosses of C57BL/6 females with C57BL/6‐actin‐GFP male mice. For transplantation into 6‐ to 8‐week NOD SCID recipient females, aggregates of PGCs and somatic cells from E12.5 fetal gonads of ICR mice intercrosses were used.

### 4.4 Rapamycin and INK128 administration

Rapamycin was obtained from LC Lab (Catalog No. R5000‐1). Purity of rapamycin, evaluated by HPLC, was >99%. Rapamycin was dissolved in drinking water at the concentration of 40 mg/L, and this concentration approximated 8.0 mg/kg/day for the treatment of young C57BL/6 mice. INK128 was obtained from Selleck.cn (MLN0128, Catalog No. S2811). Purity of INK128, evaluated by HPLC, was 99.68%. INK128 was dissolved in DMSO at stock concentration of 50 mM. Based on our preliminary experiments on treatment dosage, the recipient mice were treated with INK128 at the final concentration of 30 μM/L in drinking water, approximately 1.8 mg /kg body weight/day.

In our preliminary experiments, we tested the treatment concentration and time effects of rapamycin or INK128 on ovarian functions. Rapamycin at high concentration of 60 mg/L was not readily dissolved in water and resulted in some precipitates. While rapamycin at 30 mg/L gave rise to variable results, rapamycin at 40 mg/L produced consistent results and thus was used for subsequent experiments. We designed three different concentrations, 20, 30, and 40 μM/L, for INK128 preliminary experiments. By treatment of recipient mice with INK128 at 40 μM/L for 2 months, certain number of secondary follicles can be seen, but granulosa cells were heavily stained, follicle structure, and development appeared abnormal, showing some empty vacuoles (data not shown). These results imply that too high concentration of INK128 may affect normal follicle development. Based on the data also shown in Figure 1 and Figure S2, we chose INK128 at 30 μM/L, which achieved normal ovary‐like structure and follicles for subsequent transplant experiments.

### 4.5 Follicle count

The aggregate‐formed rOvaries were carefully retrieved and subsequently dehydrated with graded alcohols, cleared in xylene, and embedded in paraffin wax. The serial section (5 μm) from each rOvary was aligned in order on glass microscope slides, stained with hematoxylin–eosin (H&E), and analyzed for the number of follicles at various developmental stages in every fifth section with random start from the first five sections. The total number of follicles per rOvary was calculated by combining the counts of every fifth section throughout the whole rOvary, based on method described (Liu et al., 2013; Tilly, 2003). The follicles were categorized into primordial, primary, secondary, and antral or mature accordingly. Secondary follicles were characterized as having more than one layer of GCs with no visible antrum. Antral or mature follicles possessed small areas of follicular fluid (antrum) or a single large antral space (Myers et al., 2004). Only those follicles containing an oocyte with a clearly visible nucleus were scored.

### 4.6 Fluorescence microscopy of rOvary sections

Briefly, after being deparaffinized, rehydration, and wash in 0.01 M PBS (pH =7.2), sections were incubated with 3% H_2_O_2_ for 10 min at room temperature to block endogenous peroxidase, subjected to high‐pressure antigen recovery sequentially in 0.01 M citrate buffer (pH =6.0) for 3 min, permeabilized in 0.1% Triton X‐100 for 30 min, then washed once in PBS, and incubated with blocking solution (5% goat serum and 0.1% BSA in PBS) for 2 h at room temperature and then with the diluted primary antibodies overnight at 4°C. The following primary antibodies were used: Vasa (ab13840, Abcam, 1:200) and Foxl2 (ab5096, Abcam, 1:200). Blocking solution without the primary antibody served as negative control. After washing with PBS, sections were incubated with appropriate secondary antibodies, Alexa Fluor® 594 donkey anti‐goat IgG (H + L) or FITC goat anti‐rabbit IgG (H + L). Nuclei were stained with 0.5 μg/ml Hoechst in VECTASHIELD mounting medium. Fluorescence was detected and imaged using Axio Imager Z2 Fluorescence Motorized Microscope (Carl Zeiss).

### 4.7 Hormone assays

Serum follicle‐stimulating hormone (FSH), estradiol (E2), and anti‐Müllerian hormone (AMH) levels were assayed by ELISA Kit (CK‐E20381, CK‐E20419, and CK‐E90200; Hangzhou Eastbiopharm Co., Ltd). Quality control serum, sterilized distilled water, and five series diluted standard samples for a standard curve were tested for each serum sample. The intra‐ and inter‐assay coefficients of variability for AMH, FSH, and E2 were below 8% and 12%.

### 4.8 Western blot

rOvaries were washed twice in PBS, collected, ground, and lysed in cell lysis buffer on ice for 30 min and then sonicated for 1 min at 60 of amplitude at 2‐s intervals. After centrifugation at 13,600 rpm at 4 °C for 10 min, supernatant was transferred into new tubes. The concentration of the protein sample was measured by bicinchoninic acid, and then, protein samples were boiled in SDS sample buffer at 95 °C for 10 min. One microgram total protein of each cell extract was resolved by 10% Acr‐Bis SDS‐PAGE and transferred to polyvinylidene difluoride membranes (PVDF, Millipore). Nonspecific binding was blocked by incubation in 5% skim milk or 5% BSA in TBST at room temperature for 2 h. Blots were then probed by incubation overnight at 4°C with primary antibodies Foxo3 (CST, #2497S, 1:1000), P‐AKT (CST, #4060S, 1:1000), AKT (CST, #4685S, 1:1000), or β‐actin served as loading control. Immunoreactivity bands were then probed for 2 h at room temperature with the appropriate horseradish peroxidase (HRP)‐conjugated secondary antibodies, goat anti‐rabbit IgG‐HRP, or goat anti‐mouse IgG (H + L)/HRP. Protein bands were detected by chemiluminescent HRP substrate (WBKLS0500, Millipore).

### 4.9 Library preparation and RNA sequencing

A total amount of 3 g of RNA per sample was used as input material for the RNA preparation. Sequencing libraries were generated using NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, United States) following manufacturer's recommendations, and index codes were added to attribute sequences to each sample. RNA‐seq raw reads with low‐quality bases, and adapters were trimmed by Trimmomatic (Bolger et al., 2014), to obtain clean reads. Clean reads were aligned to the UCSC mouse mm10 reference genome using the Hisat2 with default settings (Kim et al., 2015). Read counts of each gene annotated in RefGene were calculated by featureCounts (Liao et al., 2014). The read counts were loaded into RStudio (v4.0.1). To ensure the accuracy of estimated gene expression levels and subsequent analysis, only genes with normalized expression (CPM) >10 were analyzed. DESeq2 (Love et al., 2014) was used to obtain statistical significance of differentially expressed genes between INK128 treatment and control groups. Only the genes with a fold change of log2‐transformed larger than log_2_(1.5) and false discovery rate (FDR) less than 0.05 from DEseq2 results were considered to be differentially expressed. Gene ontology (GO) and KEGG analysis of differentially expressed genes were performed by DAVID (v 6.8) (Huang da et al., 2009), and only enrichment which showed *p* value < 0.05 were selected. The heat maps were drawn by the R package “pheatmap,” and the Venn diagram was drawn using the R package “venn.diagram.” The gene expression level was normalized by DESeq2.

### 4.10 Telomere measurement by quantitative PCR

Genome DNA was prepared using DNeasy Blood & Tissue Kit (Qiagen, Valencia, CA). PCRs were performed on the iCycler iQ5 2.0 Standard Edition Optical System (Bio‐Rad, Hercules, CA), using telomeric primers and primers for the reference control gene (mouse 36B4 single‐copy gene) (Callicott & Womack, 2006). For each PCR, a standard curve was made by serial dilutions of known amounts of DNA. The telomere signal was normalized to the signal from the single‐copy gene to generate a T/S ratio indicative of relative telomere length.

### 4.11 Statistical analysis

Data are represented as mean ±standard error of mean (SEM). Statistical significance was determined using the unpaired Student's t test of unequal variance. Differences were considered to be statistically significant for *p* < 0.05 (*), *p* < 0.01 (**), or *p* < 0.001 (***).

## CONFLICT OF INTEREST

The authors declare no competing interests.

## AUTHOR CONTRIBUTIONS

DH and XS performed major experiments and analyzed the data; CLT helped experiments; JL, LLL, and MG performed RNA‐seq and data analysis; DH and XS prepared the manuscript; all authors reviewed and edited the manuscript; and LL conceived the project and revised the manuscript.

## Supporting information

Fig S1‐S4 Click here for additional data file.

## Data Availability

RNA‐sequencing data have been deposited in the GEO database (GSE157325). Other data are available upon request.

# Supplementary material for: Mtor inhibition by INK128 extends functions of the ovary reconstituted from germline stem cells in aging and premature aging mice
**Source:** Aging Cell. 2021 Jan 14;20(2):e13304. doi: 10.1111/acel.13304
**Supplement:** Supplementary file 1 — Fig S1‐S4

Supporting information

Figures S1-4

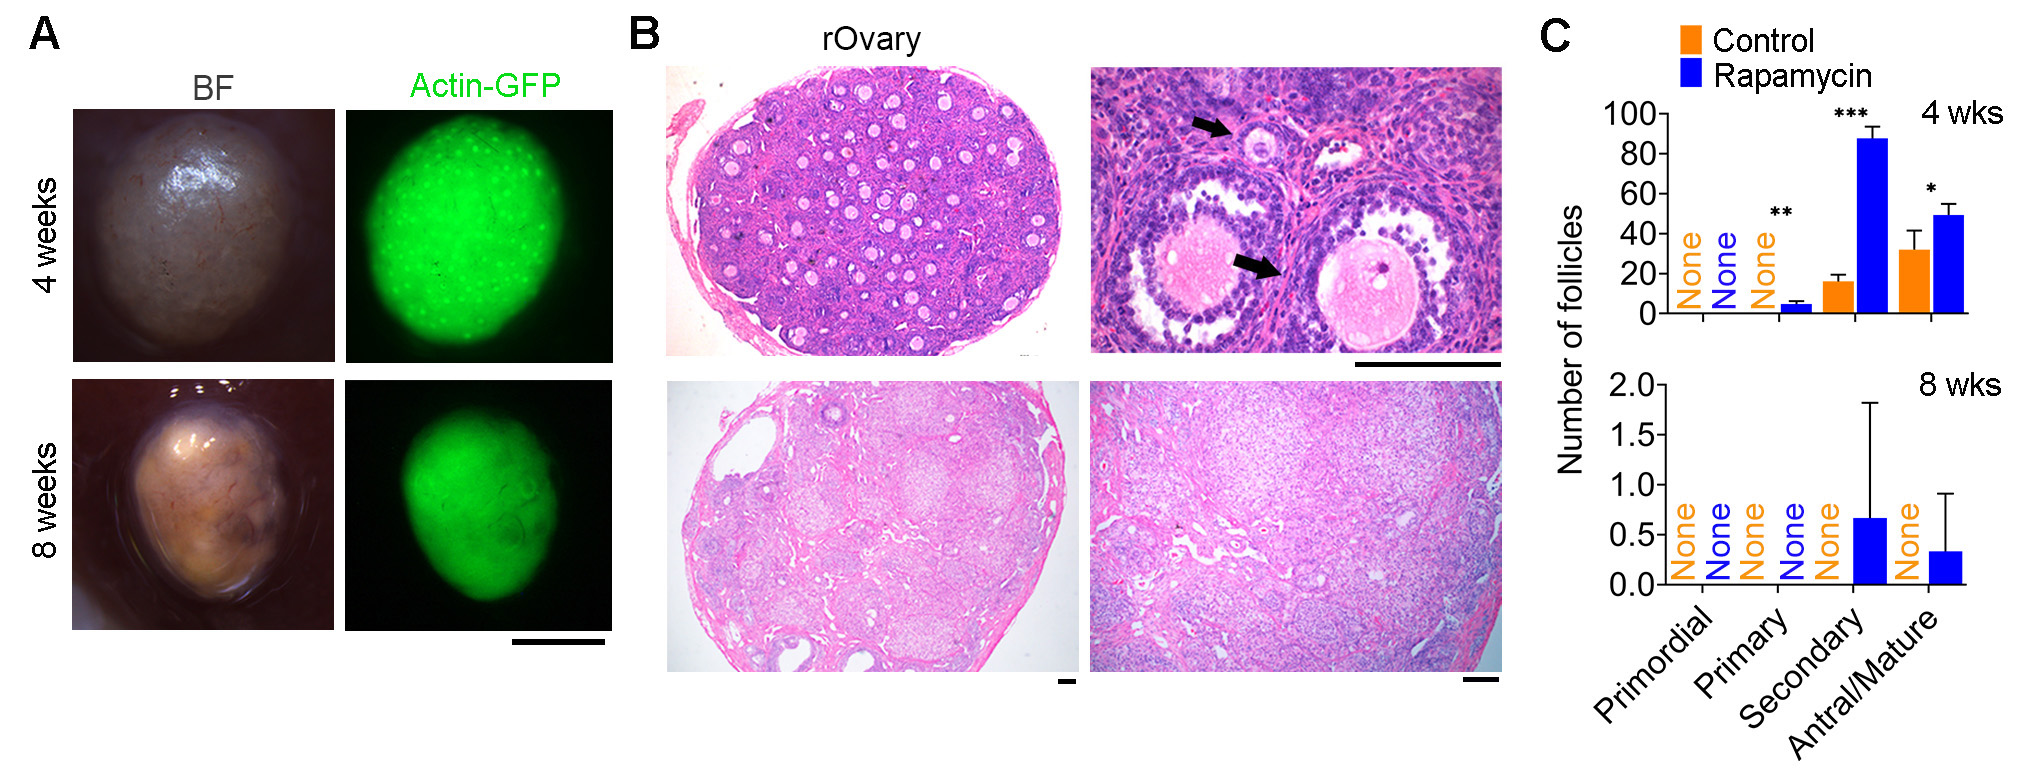

Figure S1. Follicular development of the reconstituted ovaries (rOvary) 4 or 8 weeks following transplantation of PGCs into young recipient C57BL/6 mice (2-3 months old) treated with or without rapamycin.

(A) Morphology of the transplant/rOvary. Mice were treated with rapamycin at 40 mg/L in the water. After 4 weeks of transplantation, the follicle development in ovarian-like grafts can be visually observed through GFP fluorescence. Scale bar = 1 mm.

(B) Section histology by H&E staining of the rOvary, showing many follicles after 4 weeks following transplantation in the recipient mice treated with rapamycin, mainly secondary and antral follicles but almost no follicles present at eight weeks following transplantation. Black arrows indicate primary follicles and antral follicles. Control, recipient mice without rapamycin treatment. Scale bar = 100 μm.

(C) Number of follicles at various developmental stages 4 or 8 weeks after transplantation of PGCs in rapamycin treated recipient mice compared with controls without rapamycin. Mean ± SEM. n=3. * P <0.05, ** P<0.01, ***P<0.001.

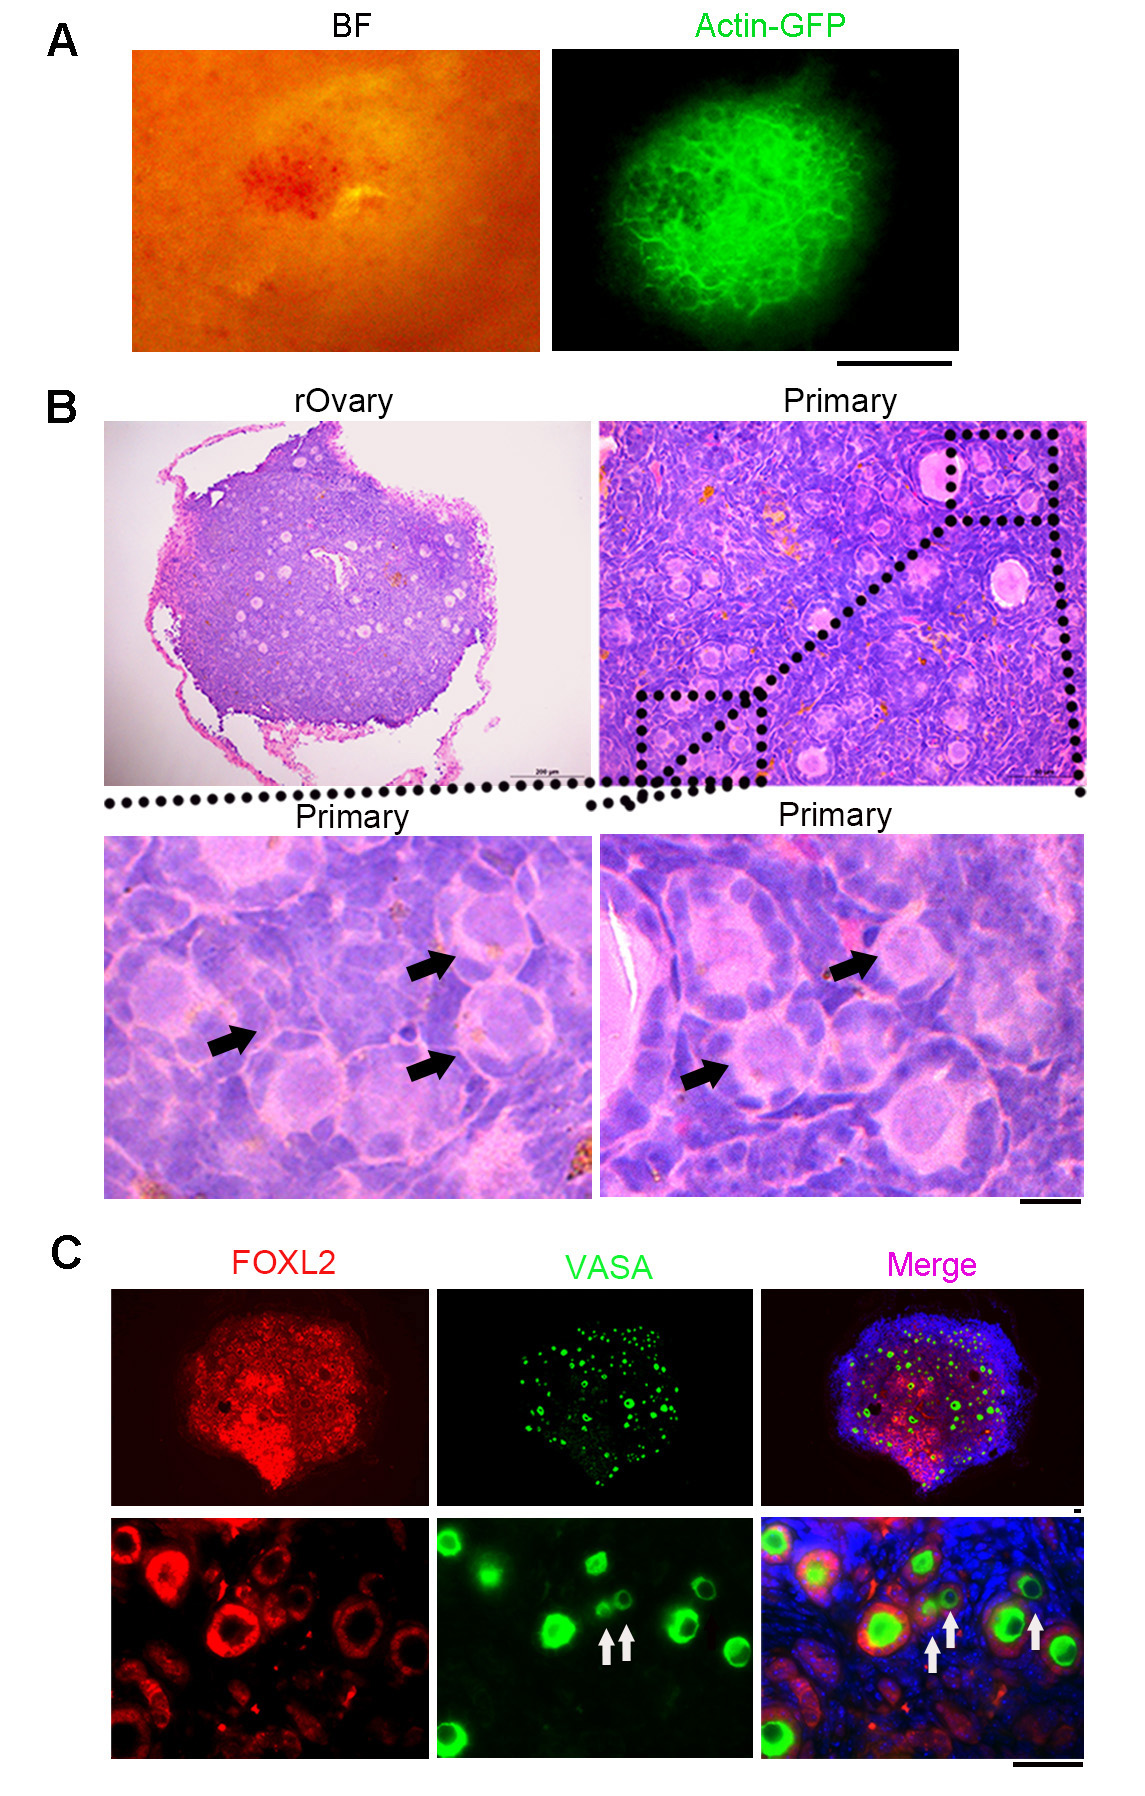

Figure S2. INK128 prevents early activation of folliculogenesis in the reconstituted ovaries (rOvary) of young C57BL/6 recipient mice.

(A) Morphology of reconstituted ovaries (rOvary) 4 weeks following transplantation into young recipient C57BL/6 mice (2-3 months old) of PGCs aggregated with E12.5 gonadal somatic cells. BF, microscopic image under bright field; Actin-GFP indicates donor cell sources from Actin-GFP mice. Scale bar = 500 μm.

(B) Histology of rOvary sections by H&E staining indicating various follicles four weeks following transplantation. The black arrows refer to primordial/primary follicles. Scale bar = 10 μm at higher magnification.

(C) Immunofluorescence of FOXL2 indicating granulosa cells in the follicles and VASA to label oocytes. Scale bar = 20 μm.

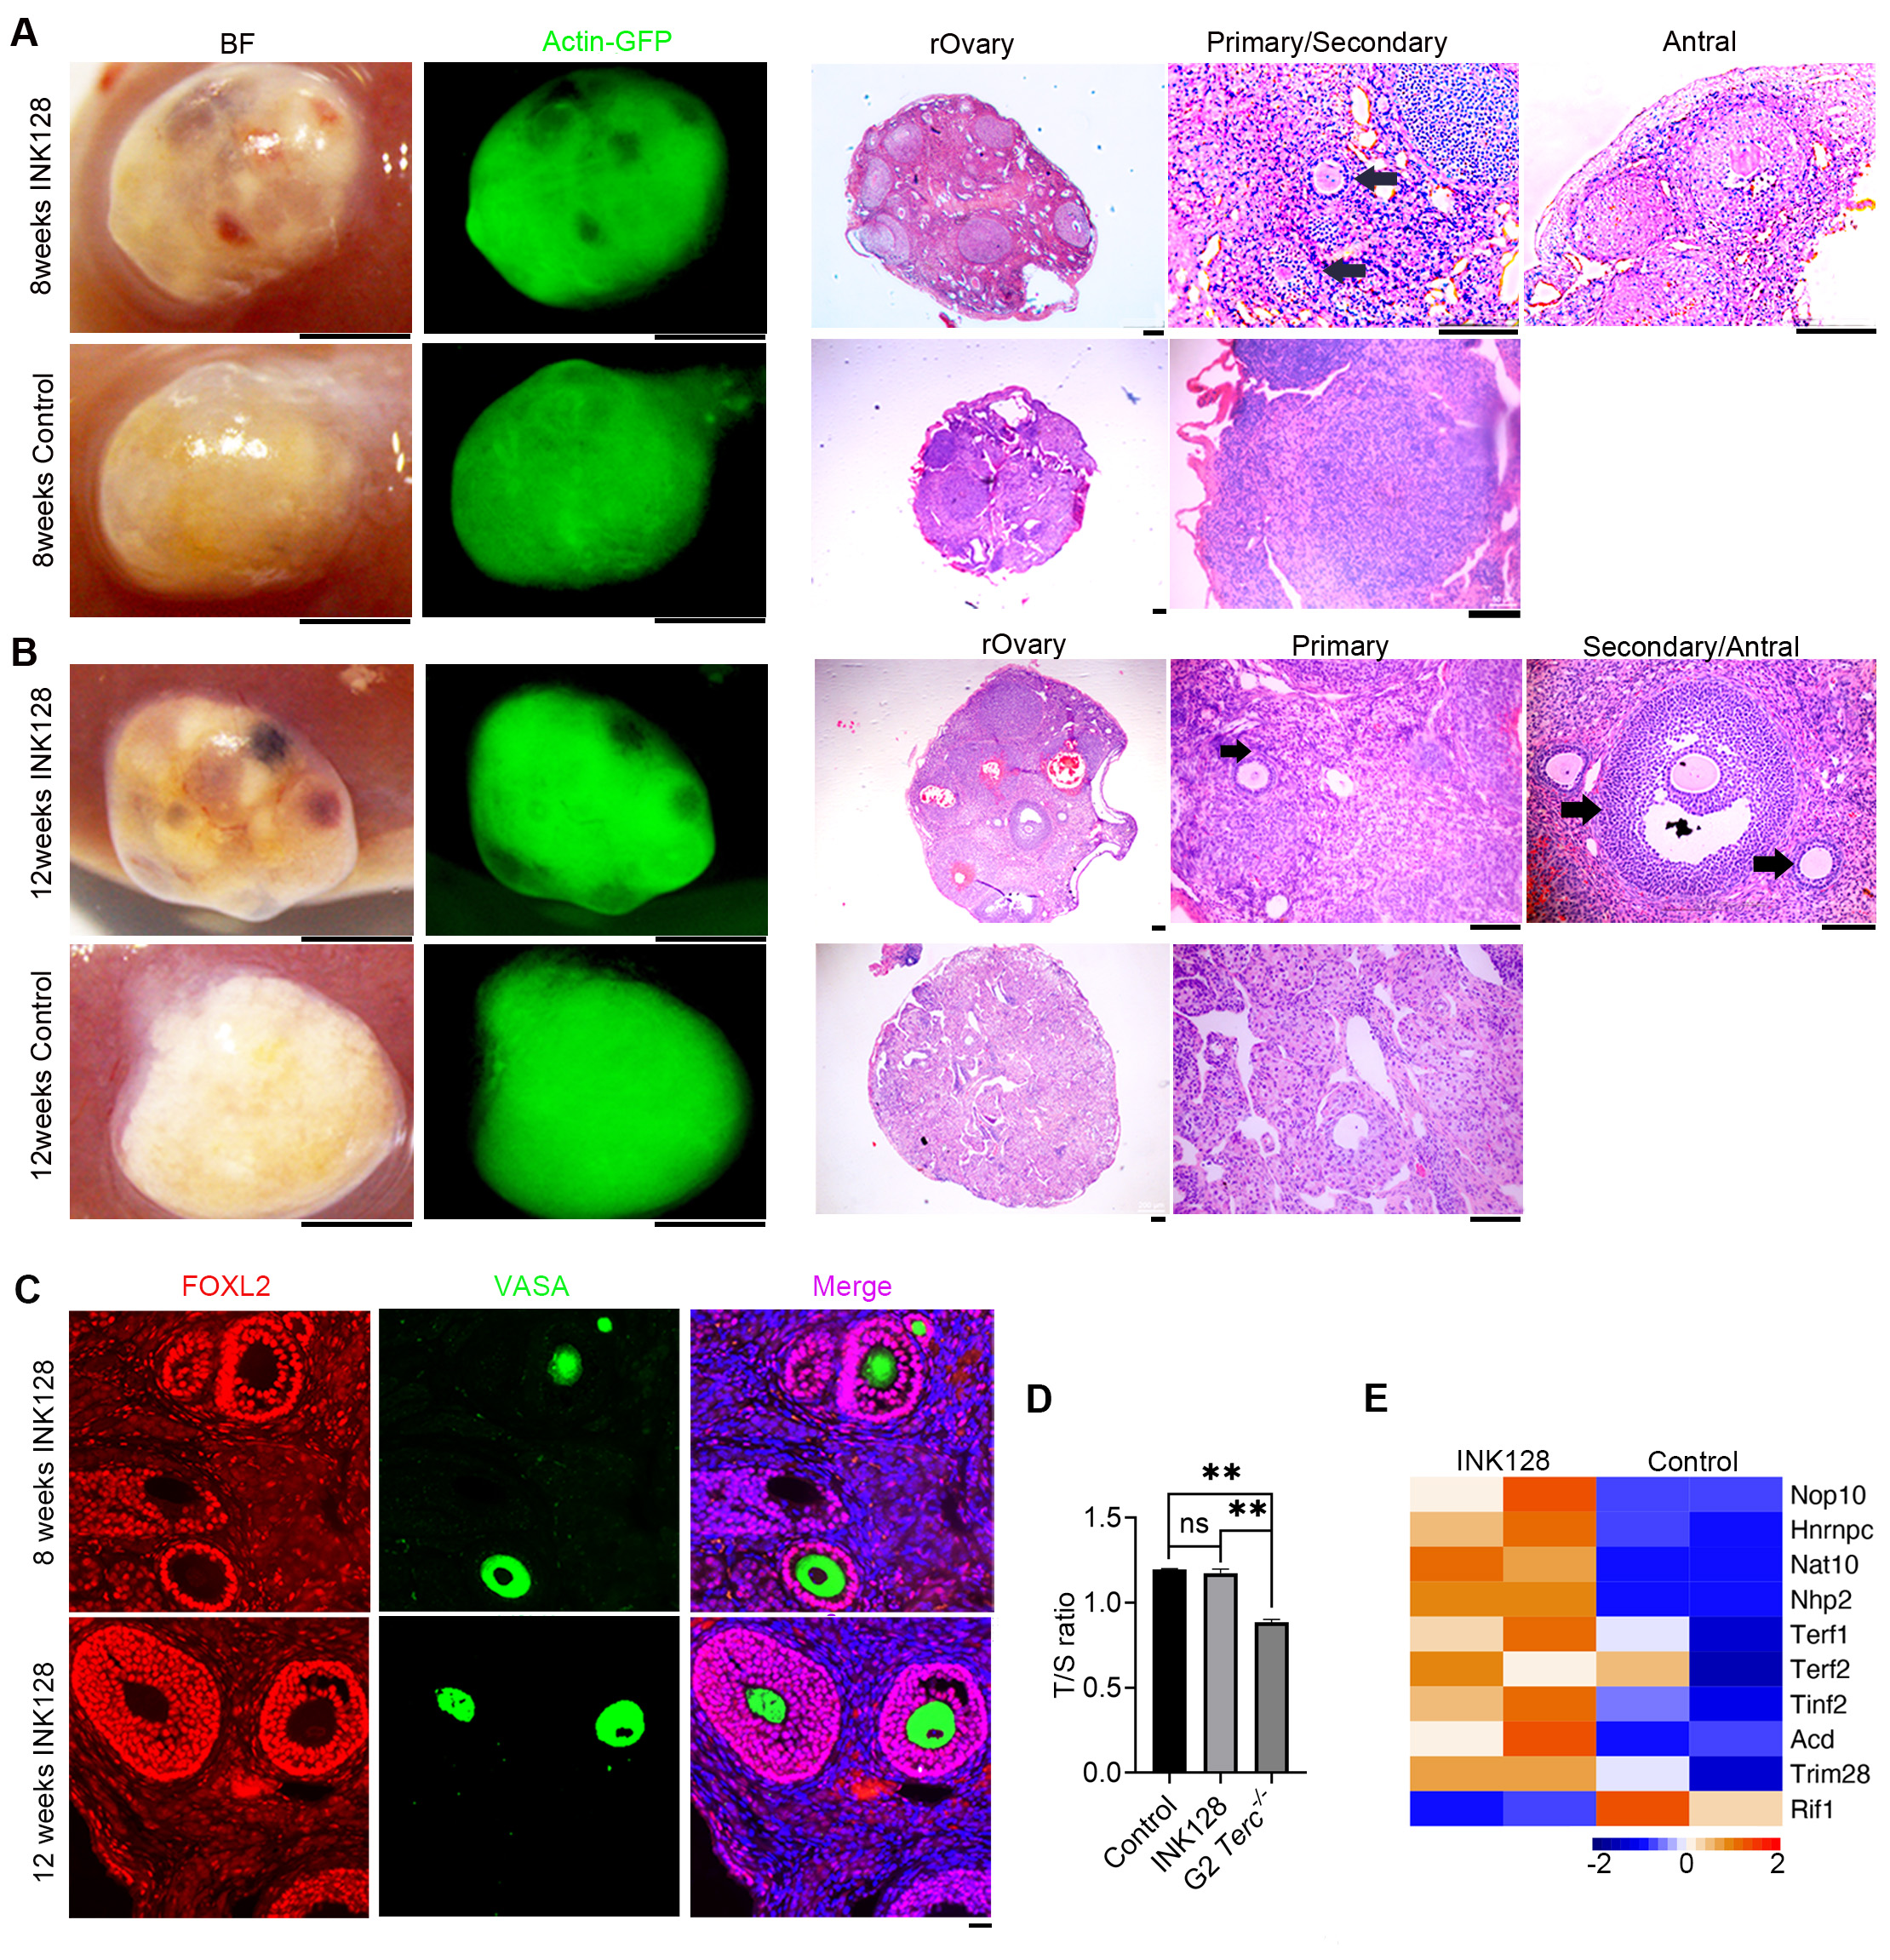

Figure S3. Follicle development in the rOvary of G2 *Terc*^-/-^ mice treated with or without INK128 for 8 or 12 weeks.

(A) Morphology of the rOvary and histology of rOvary sections by H&E staining 8 weeks following transplantation of PGCs aggregates in G2 *Terc*^-/-^ mice. BF, microscopic image under bright field; Actin-GFP indicates donor cell sources from Actin-GFP mice. scale bar = 1 mm. Black arrows indicate primary, secondary and mature follicles. scale bar = 100 μm. Young G2 *Terc*^-/-^ mice at the age of 10 weeks old were received the transplants.

(B) Morphology of the rOvary and histology of rOvary sections by H&E staining 12 weeks following transplantation of PGCs aggregates in G2 *Terc*^-/-^ mice. Young G2 *Terc*^-/-^ mice at the age of 10 weeks old were received the transplants.

(C) Immunofluorescence of FOXL2 indicating granulosa cells in the follicles and VASA to label oocytes. Scale bar = 20 μm.

(D) Relative telomere length shown as T/S ratio of rOvary from G2 *Terc^-/-^* recipient mice treated with or without INK128 (Control) for 4 weeks and ovary of 10 weeks-old G2 *Terc^-/-^*  mice. Mean ± SEM, n>=2; **P<0.01.

(E) Expression levels of genes associated with telomere maintenance and stabilization in rOvaries of INK128-treated and control mice.

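The heat map shows relative RNA-seq expression of each gene across the INK128-treated and control rOvaries, so its colors compare rOvaries within a gene and not genes with each other. Its genes include components of the telomerase ribonucleoprotein, shelterin components that bind telomeric DNA, and regulators of them. Because these genes were chosen by the paper, Reactome's telomere maintenance set was also examined. Its 28 tested genes had a median log2 fold change of 0.43 (adjusted p = 0.000906, camera on edgeR statistics), 85.7% were higher with INK128 and 0 were called individually by edgeR. DESeq2 called 6 of the 28 as upregulated. The median log2 deviation of the set was 0.27 and 0.23 in the INK128-treated rOvaries, −0.05 in control replicate 1 and −0.38 in control replicate 3. With each rOvary left out in turn, the median log2 fold change ranged from 0.28 to 0.66.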

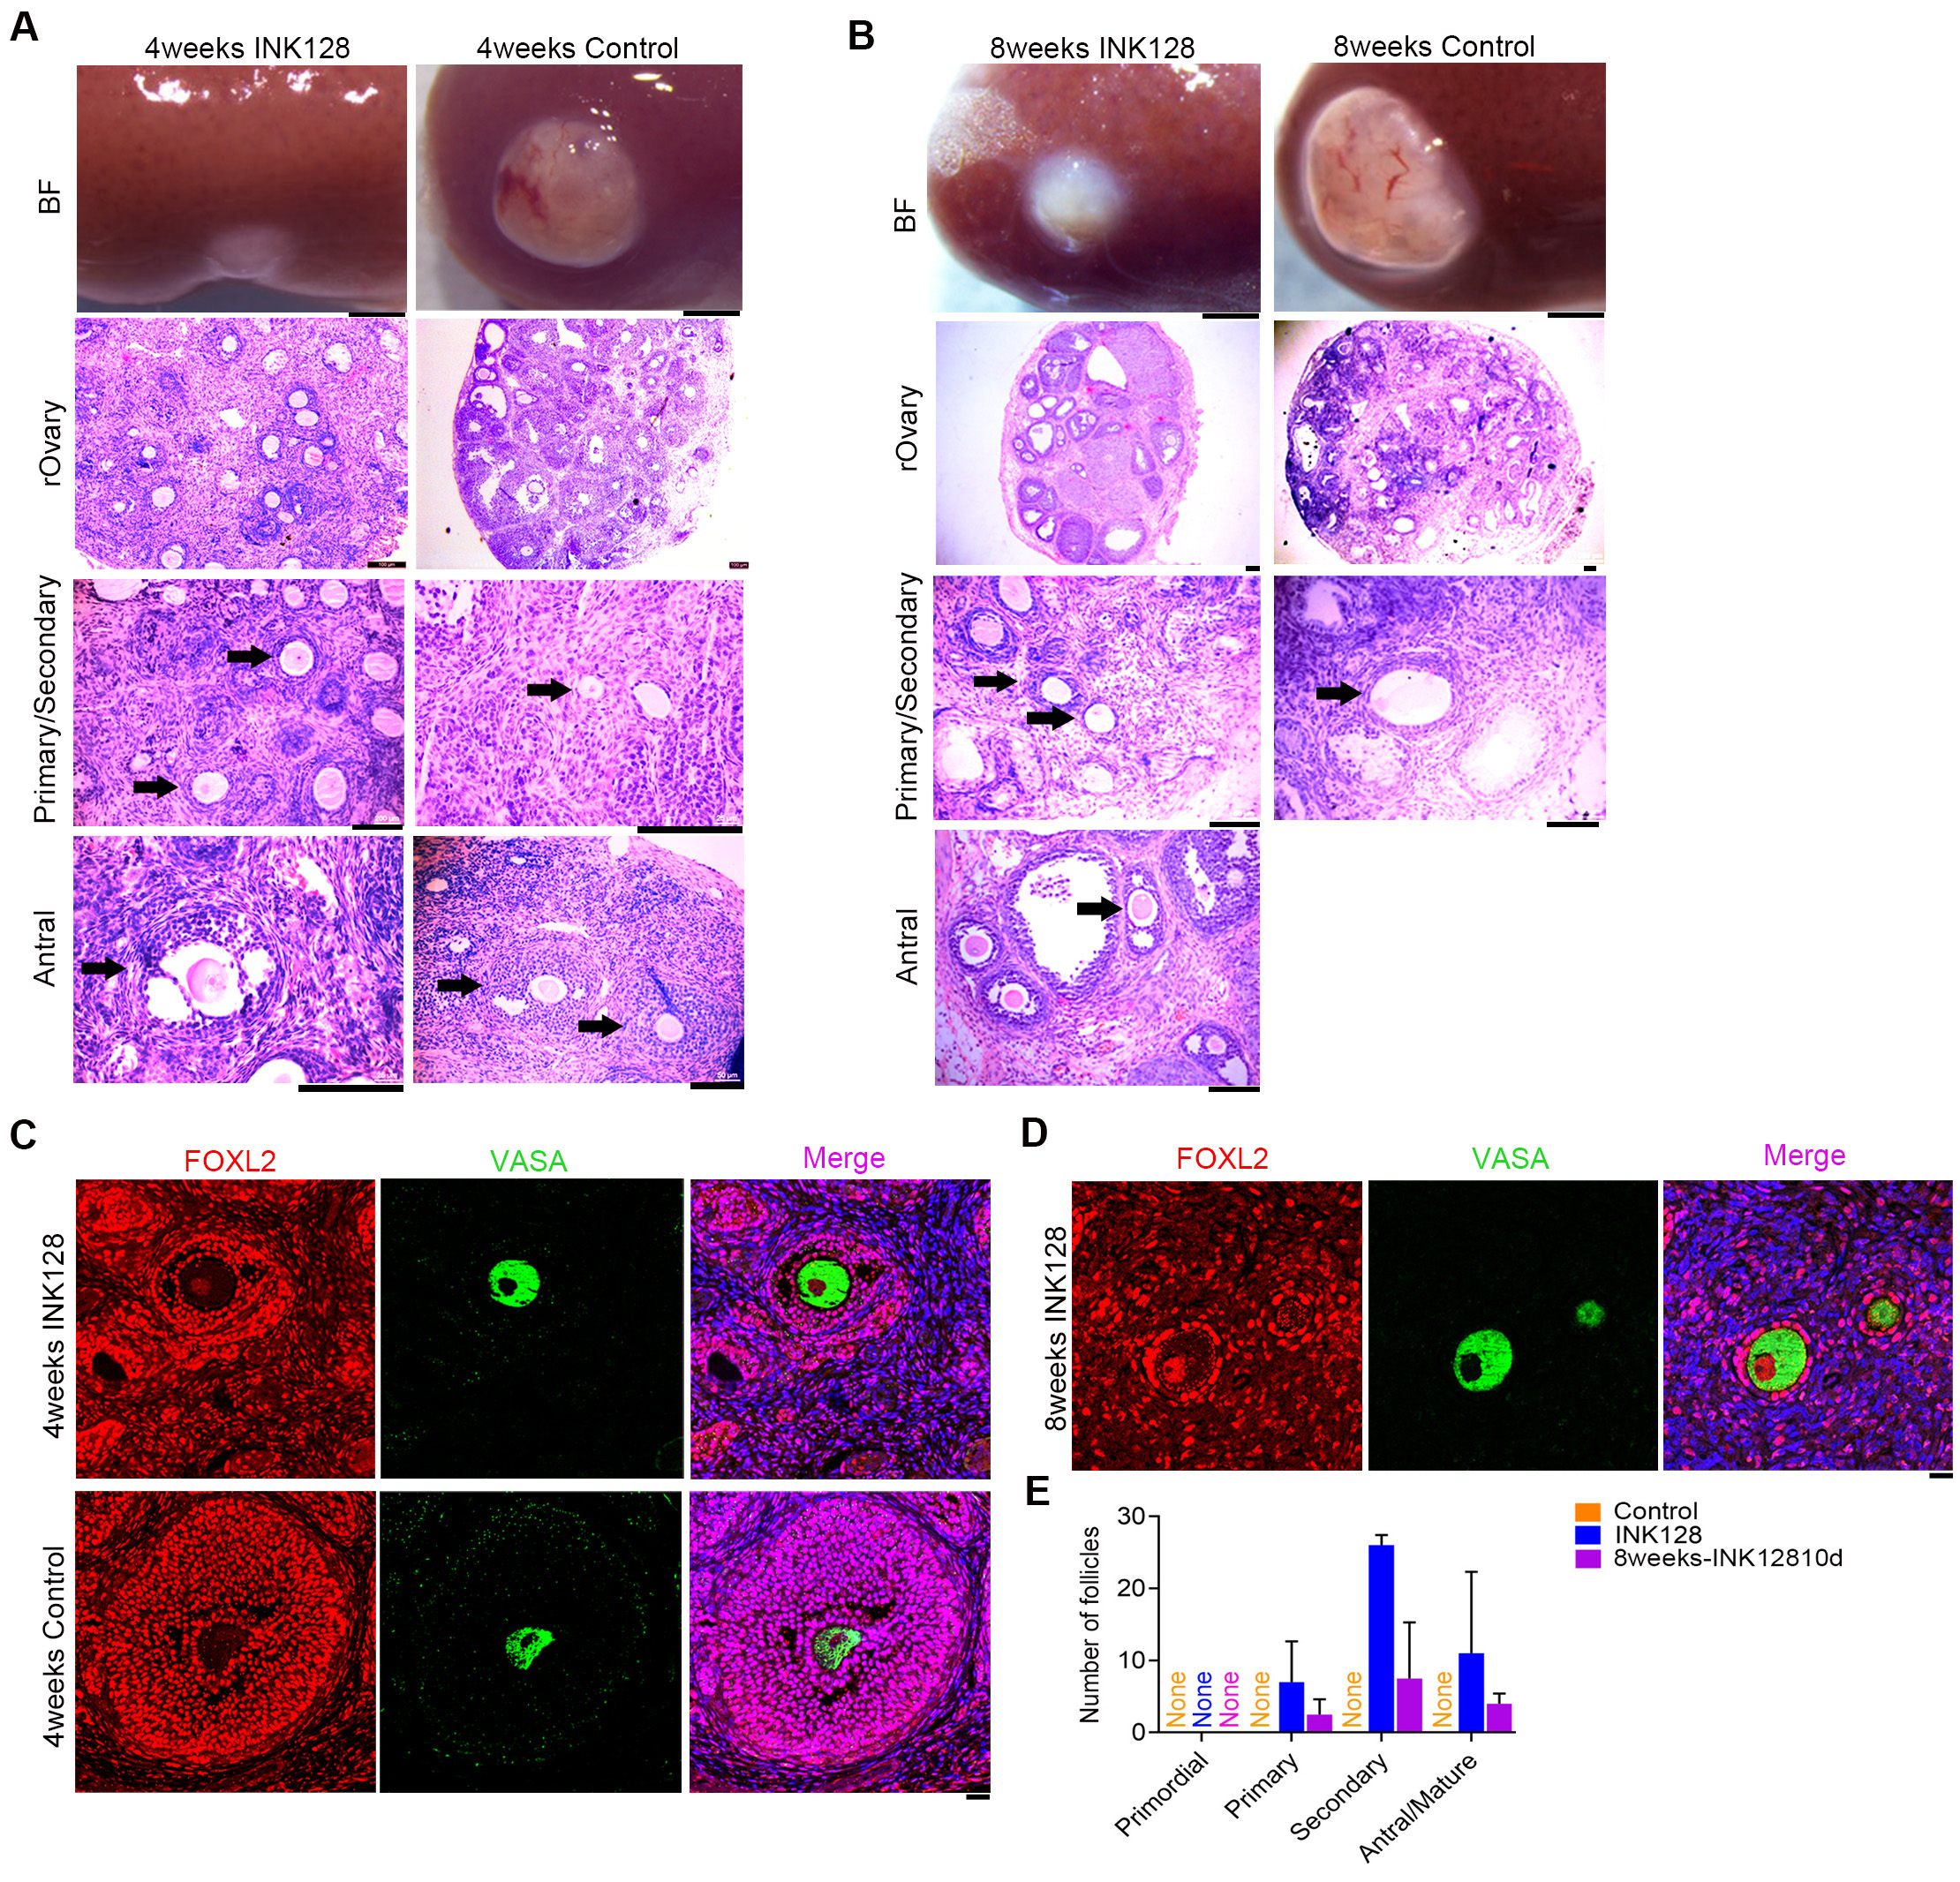
Figure S4. Follicular development in the rOvary of NOD SCID recipient mice treated with or without INK128 following transplantation of PGCs.

(A) Morphology under bright field and histology by H&E staining in sections of rOvary following treatment with INK128 for four weeks, compared with those of controls without receiving INK128. Black arrows indicate follicles at various developmental stages. Scale bar = 1 mm under bright field microscopy. Scale bar = 100 μm for histology.

(B) Morphology under bright field and histology by H&E staining in sections of rOvary following treatment with INK128 for eight weeks, compared with those of controls without receiving INK128. Black arrows indicate follicles at various developmental stages. Scale bar = 1 mm under bright field microscopy. Scale bar = 100 μm for histology.

(C,D) Immunofluorescence of germ cell marker VASA and granulosa cell marker FOXL2. Scale bar = 20 μm.

(E) Number of follicles in the rOvary eight weeks following transplantation. Control, recipient mice were not treated with INK128; INK128, recipient mice treated with INK128 for 8 weeks; 8 weeks-INK128 10d, recipient mice were treated with INK128 for 8 weeks, then removed from INK128 treatment for 10 days.

How the deposited data were processed for this re-analysis (not part of the article)

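RNA-seq of rOvaries from G2 Terc−/− recipient mice was analysed, with 2 INK128-treated and 2 control libraries collected 4 weeks after transplantation. Conditions and replicate numbers came from the sample labels and the paper. The paper's dose is 30 μM INK128 in the drinking water, and the labels give 0.75 μM per g. The other experiments of the paper (histology, hormone assays, Western blots and telomere measurement) were not analysed here.

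According to the paper's methods, the authors trimmed the reads with Trimmomatic, aligned them to mm10 with Hisat2 and counted them per gene with featureCounts, with an annotation named RefGene. The authors deposited raw read counts per gene symbol, without normalization and without pooling of replicates. Each column of the table was matched to its library by name. Of the 54021 symbols, 53447 matched GENCODE release 21 by symbol, 38 matched an older symbol and 536 did not match, while 37601 were also in RefSeq. In 24 symbols the name had been turned into a date by a spreadsheet program, and these were left as they are. Counts summed to between 19130209 and 23029089 per library, with a median of 22198948. A floor of 3 counts was chosen, which corresponds to 0.13 to 0.157 CPM and covers counting error only.

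From the counts, CPM were computed with TMM factors (edgeR 4.0.16 in R 4.3.3). The test was edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment over the 11758 genes with a mean CPM above 10. DEGs had an adjusted p below 0.05 and a fold change above 1.5, as in the paper. The common dispersion was 0.0949. Standard errors were derived from the log2 fold change and its F statistic. Genes the paper lists that fell below this filter were tested among the 17631 genes with a mean CPM above 1. Log2 CPM per library used a pseudocount of 0.5. The genes named in the text were those the paper lists in Fig. 4c, e, g, h, i and Fig. S3E or uses as protein markers, plus the 5 largest rises and 5 largest falls among the DEGs whose INK128-treated rOvaries both lay on 1 side of both controls. Cell-type markers came from written lists, and the list of Sertoli cell markers was added after the data were seen. Positions, exon lengths and GC content came from GENCODE release 21 on mm10, and 99.7% of tested genes had an exon length. The exon length of a gene is that of all its annotated exons joined, which can exceed the length of the transcript expressed.

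Gene sets were tested with limma 3.58.1 (camera on signed z-scores of the edgeR p-values, inter-gene correlation 0.01), with adjustment over 8 sets. Over-representation among DEGs was tested in 805 Reactome sets with 10 to 500 tested members by a one-sided Fisher's exact test, against the 4142 tested genes that belong to any Reactome set. DAVID, KEGG, gene ontology and MitoCarta2.0 were not used here. To set a gene set against genes of similar expression and exon length, 10000 random lists were drawn from the 50 nearest genes of each member.

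The tests were themselves tested on simulated data for the same 11758 genes and library sizes. With 200 genes changed by 3 on the log2 scale, edgeR recovered 92.5% of them and DESeq2 1.42.0 recovered 96%, with 12.3% and 26.2% of the calls false when each gene had its own dispersion. With dispersions set by mean expression alone, 2.99% of edgeR calls and 10.6% of DESeq2 calls were false. The simulations gave both groups the same dispersion, whereas the controls here differed more than the INK128-treated rOvaries did. In the data 2487 tested genes were more than 1.5-fold higher with INK128 and 2837 lower. These rates therefore do not give the power or the share of false calls for the results here. The length offsets changed a planted correlation with exon length from −0.637 to 0.00367 (11726 genes), and the GC offsets a planted correlation with GC content from 0.599 to 0.00191. The planted length trend used the same joined exon lengths. It therefore cannot show how well these lengths stand for those of the transcripts expressed.

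Before the data were examined, alternatives were set for the test (DESeq2, limma voom), the normalization (relative log expression size factors, upper quartile, library totals, TMM without cytosolic ribosomal protein genes), the filter (CPM above 10 in all 4 or in at least 2 libraries, mean CPM above 1, at least 1 count), offsets for exon length and for GC content, the thresholds (no fold change limit, an adjusted p below 0.01, a test against a fold change of 1.5), the inter-gene correlation (0.05), other gene lists, and leaving out each library in turn. After the data were seen, a filter of CPM above 10 in at least 1 library, with edgeR and with DESeq2, and an adjusted p below 0.1 were added.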

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

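The test for Sertoli cell markers was set down before its values were computed but after the Y-linked counts had been seen, and the test for reads shared with X-linked copies was chosen only after its result was seen.

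Genes of the Y chromosome are outside those the paper discusses. In control replicate 1, 1021 counts fell on Ddx3y, Eif2s3y, Kdm5d and Uty (455, 149, 197 and 220 counts), against 0 in control replicate 3, 2 in INK128 replicate 1 and 0 in INK128 replicate 2. The paper describes female E12.5 gonads as the source of the aggregated cells and ovariectomized recipients. Xist was counted in all 4 libraries, at 60.8 CPM in control replicate 1 and at 95.3 to 291 CPM in the others. Reads shared with the X-linked copies of these genes would be present in every library, but the other 3 libraries together had 2 counts, which goes against that explanation. Sry, another Y-linked gene, had 0 counts in all 4 libraries. A candidate explanation of the Ddx3y, Eif2s3y, Kdm5d and Uty counts is XY gonadal tissue within control replicate 1. In a list of 13 Sertoli cell markers, 12 were highest in that library, and the median ratio to the highest of the other 3 libraries was 12.4, as for Sox9 with 152 CPM against 4.63, 6.38 and 4.55 CPM. Whether the library was mislabelled, or mixed from more than 1 graft, was not tested. With control replicate 1 left out, 41 of the 41 tested genes that the paper lists still had the paper's direction, and 40 did without control replicate 3. The paper chose these genes from the same libraries, so this count cannot show whether the Y-linked signal affects the results.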

How the results depend on the processing

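No tests in this part were chosen only after the result was seen, apart from the 3 settings named as added after the data were seen.

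Counts of DEGs moved most. Against 374 upregulated and 375 downregulated genes, DESeq2 called 1595 and 1772 among the same genes, a filter of CPM above 10 in all 4 libraries gave 803 and 717, one of CPM above 10 in at least 2 libraries gave 728 and 834, and keeping every gene with 1 count gave 1152 and 1953. Upper-quartile normalization gave 567 and 396. Library totals alone gave 293 and 627, so that 31.8% of the calls were upregulated against 49.9% with TMM, and moved the median of all tested genes by −0.13, to −0.16. limma voom, a filter of mean CPM above 1, the length offsets and the GC offsets each gave 0 and 0, with 2151 and 1828, 2664 and 3133, 1424 and 1699, and 1919 and 2205 genes at an unadjusted p below 0.05. An adjusted p below 0.01 gave 0 and 0 (2076 and 2200 at an unadjusted p below 0.05), as did a test against a fold change of 1.5 (1012 and 1212 unadjusted). Relative log expression size factors, TMM without ribosomal protein genes and no fold change limit kept both counts within 1.5-fold. After the data were seen, an adjusted p below 0.1 (1540 and 1591), DESeq2 with CPM above 10 in at least 1 library (1739 and 2034) and edgeR with that filter (339 and 310) were added. The smallest adjusted p was 0.0464 in the main edgeR fit. It was 0.0507 with GC offsets, 0.0555 with mean CPM above 1 and 0.0726 with length offsets (all edgeR), and 0.0599 with limma voom. The counts of 0 in these fits thus came with adjusted p-values not far past 0.05, and do not show that the changes were absent. The cause of the differences between settings was not tested. All 749 DEGs were among those of DESeq2.

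Of the 44 genes the paper lists with a direction, 12 were called in that direction. DESeq2 called 34, the filter on all 4 libraries 22, that on at least 2 libraries 24, no filter 34, and the 3 added settings 33 (adjusted p below 0.1), 37 (DESeq2 with CPM above 10 in at least 1 library) and 10 (edgeR with that filter). limma voom, mean CPM above 1, length offsets and GC offsets called 0, with 33, 40, 24 and 36 at an unadjusted p below 0.05.

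Cytosolic ribosomal proteins (median log2 fold change 0.94 to 1.54), mitochondrial ribosomal proteins (0.45 to 0.83), nuclear-encoded oxidative phosphorylation subunits (0.37 to 1.04) and telomere maintenance (0.29 to 0.49) kept their direction and an adjusted p below 0.05 under all alternatives that were tested. PI3K-Akt signaling lost significance with length offsets (−0.08) and with an inter-gene correlation of 0.05 (−0.38), with adjusted p-values from 8.02e-05 to 0.477 over its alternatives. The immune system set lost it with DESeq2 (−0.25) and with an inter-gene correlation of 0.05 (−0.24), with adjusted p-values from 6.46e-08 to 0.363. The mTOR median changed sign with upper-quartile normalization (0.01, but −0.03 relative to all genes, as with TMM) and with length offsets (0.11, or 0.15 relative to all genes), and was past the threshold in none of its alternatives. The Wnt median changed sign with library totals (−0.07, or 0.09 relative to all genes) and with the shorter list (−0.32, adjusted p = 0.00698 by camera, with 0.00698 to 0.797 over its alternatives). The cause of these changes was not tested.

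Reactome sets enriched among upregulated DEGs numbered 77. They were 131 with DESeq2, 22 with library totals and 137 with no filter. Sets among downregulated DEGs numbered 3, and 0 with library totals (27 at an unadjusted p below 0.05) and 11 with no filter. With limma voom, mean CPM above 1, length offsets and GC offsets both were 0, because no DEGs were called.

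Across the 4 fits that each left out 1 rOvary, medians ranged from 0.85 to 1.06 for oxidative phosphorylation, −0.01 to 0.11 for Wnt, −0.27 to −0.15 for the immune system and 0.28 to 0.66 for telomere maintenance, and from 2308 to 2851 genes were more than 1.5-fold higher and from 2665 to 3042 lower. These fits leave 1 library in a group and give no test. Among the named genes, Terf2 (−0.03) and Akt1 (−0.04) changed sign with library totals but were 0.14 and 0.13 above the median of all genes, and Terf2 was −0.05 without control replicate 3. Akt1 also changed sign with GC offsets (−0.19), Akt2 with length offsets (0.11) and Amh with limma voom (1.14). With 1 rOvary left out, the log2 fold change of Amh ranged from −2.04 to 4.37, the latter without control replicate 1. Over the named genes and their alternatives, 90 other values lost significance, 68 gained it and 43 moved by more than the replicate SD when 1 rOvary was left out.

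No paired analysis was possible because the groups share only replicate number 1. Depth was similar in all libraries (19130209 to 23029089 counts).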

Differences from the paper's values

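No tests in this part were chosen only after the result was seen, apart from the settings named as chosen after seeing the values.

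The paper reports 1648 upregulated and 1817 downregulated DEGs, and 374 and 375 were called here with edgeR. Of the alternatives set before the data were examined, DESeq2 on the same genes (1595 and 1772) and edgeR with no filter beyond 1 count (1152 and 1953) came within 1.5-fold of the paper's counts, and DESeq2 is the tool the paper's methods name. The other alternatives set before the data were examined did not, with 0 to 803 upregulated and 0 to 834 downregulated DEGs. Settings chosen after seeing the values also came within 1.5-fold: DESeq2 with CPM above 10 in at least 1 library gave 1739 and 2034, and an adjusted p below 0.1 gave 1540 and 1591.

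Of the 44 genes that the paper lists as changed in Fig. 4c, e, g, h, i and Fig. S3E, 44 had the paper's direction here and 32 were not called by edgeR. DESeq2 on the same genes called 22 of those 32, including Mtor, Rictor, Egf, Nop10 and Rif1. Fgf1 was called by edgeR with CPM above 10 in at least 2 libraries or with no filter, and Cd4 with no filter. With DESeq2 and the filter of CPM above 10 in at least 1 library, chosen after seeing the values, Fgf1, Cd4 and Cox4i2 were called too. Of the same 32, edgeR with no filter called 22, with CPM above 10 in all 4 libraries 12, with CPM above 10 in at least 2 libraries 12, with library totals 2 and with upper-quartile normalization 1, and 25 were called by at least 1 setting. Hnrnpc, Nat10, Terf1, Terf2, Tinf2, Acd and Trim28, which the paper lists as upregulated telomere genes, were called under 0 of the settings that were tried, and their log2 fold changes were 0.47, 0.37, 0.42, 0.11, 0.52, 0.80 and 0.38.

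The paper states that mTOR and Wnt signaling were downregulated. The Reactome sets had median log2 fold changes of −0.06 for mTOR and 0.06 for Wnt, neither past the threshold, while the shorter Wnt list was lower (−0.32, adjusted p = 0.00698 by camera, against 0.00698 to 0.797 over the alternatives). DESeq2 called 8 up and 19 down in the longer mTOR list, and 4 up and 19 down in the shorter Wnt list. In the Reactome sets it called 3 up and 3 down for mTOR, and 35 up and 24 down for Wnt. The paper reports immune and inflammatory functions among the downregulated DEGs. The list of 62 immune and inflammatory genes was lower here too (median −0.84, adjusted p = 6.46e-08, camera), and DESeq2 called 31 of them down and 1 up. In Reactome's immune system set DESeq2 called 121 genes down and 61 up (adjusted p = 0.0529, camera on DESeq2 statistics). Here 3 Reactome sets were enriched among the downregulated edgeR DEGs, all of membrane transport. DESeq2 gave the same sets, the filter of CPM above 10 in all 4 libraries gave 2 sets of chromatin instead, and edgeR with no filter gave 11, which included sets of T cell receptor signaling. Among the upregulated edgeR DEGs, sets of antigen processing and of NF-kappaB activation in B cells were enriched (adjusted p = 0.00119 and 0.0151, Fisher's exact test). DESeq2 gave the same direction for both. Sets of proteasome degradation outside the immune system were enriched too, and genes shared between the sets were not examined. The enrichment of these immune sets therefore does not show a rise of immune genes as such.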

Other observations

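None of the tests in this part was chosen only after its own result was seen, but those for genomic DNA, matched random lists and pseudogenes were added after the length trend or the rise of the sets had been seen.

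Genes with a shorter exon length rose with INK128. Over the 10754 tested genes outside the 8 sets, the log2 fold change had a Spearman correlation of −0.451 with exon length across genes, which are not independent replicates. In 5 groups of the tested genes ordered by exon length, the median log2 fold change went from 0.59 in the shortest to −0.54 in the longest, and upregulated DEGs had a median exon length of 1740 bases against 7558 bases for downregulated DEGs. The correlation of each library's deviation with length was −0.431 and −0.458 for INK128 and 0.281 and 0.45 for controls. A length bias between the libraries could therefore contribute to the sets' changes. With length offsets, PI3K-Akt signaling kept 12% of its shift relative to all genes, oxidative phosphorylation 40.2%, the immune system 58.2%, mitochondrial ribosomal proteins 61.4%, cytosolic ribosomal proteins 64.5% and telomere maintenance 78.1%. Of these, PI3K-Akt signaling was no longer past the threshold. The PI3K-Akt set therefore cannot be told apart from a length bias. For the other 5 sets a length bias could account for part of the shift, and they still passed with the offsets. The offsets used joined exon lengths, which can differ from the lengths of the transcripts expressed, so a remaining length bias is not excluded. The design gives INK128 as the biological explanation, and treatment and the length trend separate the same libraries.

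Other technical explanations for the rise of ribosomal and oxidative phosphorylation genes were weighed. GC content had a correlation of 0.178 with the log2 fold change, below the limit of 0.2 set for that test. GC offsets brought the correlation to −0.00986 and left 99.5% of the oxidative phosphorylation shift, a set whose median GC content (50.2%) was close to that of all tested genes (49.9%). The mean library total with INK128 was 0.95 times that of controls, and the share of the 10 most counted genes differed by −0.211 percentage points. Genomic DNA in the controls would raise odorant and vomeronasal receptor genes. Their summed CPM was 68.7 and 49.6 in controls and 38.4 and 35.8 with INK128, and the lowest control had 1.29 times the highest INK128 library, below the 2-fold limit set for that test, so a smaller amount of DNA is not excluded. Unspliced RNA, which comes from transcribed genes, was not tested by these receptor genes. Reads moving from ribosomal protein pseudogenes to the genes would make the pseudogenes fall, but their summed CPM rose from 947 and 841 to 2310 and 2400, a fall of −2.23% of the genes' rise. Set against 10000 random lists matched for expression and exon length, the median of the oxidative phosphorylation set was at percentile 100 (0.98, against 0.43 to 0.77 with the lowest and highest 2.5% of lists left out), and that of cytosolic ribosomal proteins too (1.48 against 0.35 to 0.67). For cytosolic ribosomal proteins the match was incomplete, with a median exon length of 1770 bases against 2200 bases in the lists and a median expression of 799 CPM against 606 CPM, so this comparison does not fully control for length and expression. The PI3K-Akt set lay inside its range (percentile 7.36), and the Reactome mTOR and Wnt sets (percentiles 80.7 and 91) and the shorter Wnt list (percentile 16) did too. Mitochondrial ribosomal proteins (percentile 100), telomere maintenance (percentile 99.7) and the immune system set (percentile 0) lay outside theirs.

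Kidney markers were higher in both controls. The rOvaries grew under the kidney capsule, and a list of kidney markers was written to see whether recipient kidney was present. The 20 tested markers had a median log2 fold change of −4.09, all in 1 direction, and 10 were called by edgeR and 19 by DESeq2. Slc34a1, on chromosome 13, had 7.22 and 23 CPM in the INK128-treated rOvaries and 248 and 523 CPM in controls, and the summed CPM of the 25 markers was 116 and 251 against 1050 and 2390. Kidney tissue in the control libraries may thus account for part of the largest falls, and for the 3 transport sets enriched among downregulated DEGs. Egf, which the paper lists for PI3K-Akt signaling, is among the markers. An effect of INK128 on expression of these genes within the graft was not tested.

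The controls also differed in cell-type markers. Of 15 tested oocyte markers, 14 were lowest in control replicate 3, and the median fold of the lowest other library over it was 14.6. Gdf9 had 466 and 271 CPM with INK128, 263 CPM in control replicate 1 and 7.32 CPM in control replicate 3. Luteal and steroidogenic markers summed to 1350 CPM in control replicate 1 and 14600 CPM in control replicate 3, against 5250 and 6500 CPM with INK128. Amh had 446 CPM in control replicate 1, 5.24 CPM in control replicate 3, and 134 and 82.3 CPM with INK128, so its log2 fold change of −1.06 had a standard error of 1.70 (adjusted p = 0.669, edgeR, with the sign changing in limma voom and without control replicate 1). For Amh, which Sertoli cells also express, XY gonadal tissue in control replicate 1 is a candidate explanation, since the Sertoli cell markers there had a median ratio of 12.4 to the highest other library. No explanation of the oocyte and luteal values was tested.

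The paper reports a higher level of FOXO3 protein in Western blots. Foxo3 RNA was 96 ± 34.1 CPM (SD, n = 2) with INK128 and 169 ± 84.2 CPM (SD, n = 2) in controls. Its log2 fold change was −0.81 (standard error 0.45, adjusted p = 0.256, edgeR). With each rOvary left out in turn, this value ranged from −1.25 to −0.19. Akt1 and Akt2 RNA changed by 0.10 and −0.17 on the log2 scale, with adjusted p-values of 0.695 and 0.529 in edgeR.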
